# Integrative analyses of translatome and transcriptome reveal important translational controls in brown and white adipose regulated by microRNAs

**DOI:** 10.1038/s41598-017-06077-3

**Published:** 2017-07-18

**Authors:** David W. Reid, Dan Xu, Peng Chen, Hongyuan Yang, Lei Sun

## Abstract

The epidemic of obesity and diabetes has markedly spurred the research interest in adipocyte biology. Brown adipocytes are specialized for energy expenditure and of therapeutic interest for treatment of metabolic diseases, but how brown adipocytes are distinguished from white adipocytes at the level of translational regulation remains poorly understood. To systemically determine the translational control of gene expression in adipose tissue, we performed ribosome profiling and RNA-seq in parallel to depict the translatome and transcriptome changes during primary brown and white adipogenesis, and between brown and white adipose tissue. The most prominent layer of translational regulation was the increased translation efficiency of genes encoding mitochondria components in brown adipocytes relative to white. Systemic analysis of the regulatory interactions between microRNAs and their targets revealed that microRNAs were more active in repressing targets’ mRNA abundance and translation in brown fat. Together, our data comprehensively delineated a landscape integrating transcriptome and translatome in adipose tissue.

## Introduction

As the worldwide incidence of obesity and its associated diseases has increased^1, 2^, the past decade has seen a rapid growth of interest in adipose biology. There are at least three major types of adipose tissue in mammals: white, brown and beige. While white adipose tissue ﻿(WAT)﻿ is distributed throughout our bodies and store excessive energy in the form of triglyceride (TAG), brown adipose tissue﻿ (BAT), found in the interscapular region in rodents and human infants, can burn stored lipids to generate heat as a defense against cold temperatures and obesity^3–6^. Beige adipocytes mainly exist in the subcutaneous white adipose tissue. They manifest features of white adipocytes at thermoneutrality, but take on thermogenic gene expression program in response to cold exposure or β-adrenergic receptor agonists^3, 5, 7^.

A large number of studies have been conducted to determine the detailed molecular mechanism underlying adipogenesis and lineage-specific features^5, 6, 8–13^. Epigenetic and posttranscriptional controls of gene expression are emerging as new and important elements in the regulatory network governing adipocyte biology. A comparative epigenomic analysis by ChIP-seq revealed an extensive chromatin remodeling during adipocyte differentiation^14^. DNA methylation contributes to the lineage specific development of brown and white adipocytes^15^. Recent studies from our and other groups have demonstrated the functional involvement of long non-coding RNAs in adipocyte differentiation and lineage determination by modulating the activity of chromatin-modifying complex^13, 16–18^. A polysome profiling study revealed extensive posttranscriptional regulation during the initial steps of human adipocyte stem cell differentiation^19^. Dai *et al*. showed that IMP2, a RNA binding protein, could directly bind and inhibit Ucp1 mRNA translation, and Igf2bp2/Imp2 knockout mice developed resistance to obesity due to enhanced translation of Ucp1^20^, which illustrates an example of translational control for some key lineage-specific factors. Despite this progress, the genome-wide translational control during lineage-specific development has yet to be determined.

MicroRNAs are essential regulators for adipocytes^21–24^. Adipose-specific knockout of Dicer or Dgcr8, two essential proteins for microRNA biogenesis, results in depletion of most microRNAs, leading to a WAT-like phenotype in brown adipose tissue (BAT) and a defect in WAT development^25, 26^; even heterozygous knockout of Dicer in BAT can decrease the expression of Ucp1 and aggravate obesity-evoked deterioration of glucose metabolism^27^. MicroRNA can regulate gene expression through mRNA destabilization and translational repression, however, the respective influence of microRNAs on these two aspects in adipose tissue has not been explored.

To provide an integrative view of translatome and transcriptome in brown and white fat, we conducted ribosome profiling and RNA-seq for primary brown and white adipocyte cultures, and brown and white adipose tissue. We found that the translation of genes encoding mitochondria components is enhanced more during brown adipogenesis than during white adipogenesis, and higher in brown than white adipose. Moreover, we revealed a differential contribution of microRNAs to translational repression in BAT and WAT. Together, these data provide a framework to study the translational regulation in adipose lineage-specific development.

## Results and Discussion

### Ribosome profiling of adipocytes

In this study, we aimed to depict an integrative view of translatome by ribosome profiling and transcriptome by RNA-seq during adipocyte differentiation and between brown and white adipose tissue (BAT and WAT). To begin with, we isolated primary brown and white preadipocytes from mouse interscapular BAT and inguinal WAT (2–3 weeks old mice) and *in vitro* differentiation as described before^13, 28^. We performed Oil-red-O staining and real-time PCR to characterize the lipid accumulation and adipogenic marker expression (Fabp4 and Pparg). At day 5 of differentiation, lipid accumulation reached the peak and did not significantly increase after day 5 (Fig. 1SA). Similarly, the expression of Fabp4 and Pparg increased to the maximum at day 5 (Fig. 1SB). Importantly, both lipid accumulation and pan-adipogenic marker expression didn’t differ significantly at day 5 in brown and white adipocytes, indicating that they have the similar extent of differentiation. Thus, we harvested brown and white preadipocytes prior to induction (Day 0) and mature adipocytes at day 5 after induction for ribosome profiling^29^ and RNA-seq in parallel. In addition, interscapular BAT and epididymal WAT were directly harvested from 6-weeks animals for profiling (Fig. 1A). Each of these samples generated >10 million reads, which were mapped to annotated mRNAs for quantification. 

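Ribosome profiling reads the fragments of mRNA that ribosomes shield from digestion (RPF), and RNA-seq of the same kind of cells reads the mRNA itself. Primary brown cells came from interscapular BAT and primary white cells from inguinal WAT. Each lineage was taken as preadipocytes at day 0 and as mature adipocytes at day 5, with 2 RPF and 2 RNA libraries per lineage and day. The labels do not say whether the libraries of a pair came from separate cultures. The authors mapped the reads of both assays to the most abundant isoform of each gene, with a single site per read and no mismatches, and deposited reads scaled to coding length and library size (RPKM). Eff is the RPF RPKM of a gene over its RNA RPKM, and FC is a ratio between groups of the mean over the duplicates, given on the log2 scale. Single-gene changes were fitted to log2 RPKM, with the standard error (SE) beside each. The SE rests on a single variance per gene, estimated over all libraries of an assay, cultures and tissues together. For Eff it is estimated over the libraries of both assays. It is therefore not the spread of the duplicates compared, and shallow libraries share this variance with deeper ones. An n beside an SE is the number of libraries or pools per group.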

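The tissues were interscapular BAT and epididymal WAT (eWAT) of mice aged 6 weeks. Each assay has 2 libraries per tissue, and each of these was made from tissue pooled from 3 mice, so that the spread between duplicates is a spread between pools. A fat depot holds vessels, immune cells and preadipocytes beside its adipocytes. The cultures began from cells of the stromal vascular fraction grown to confluence, which the paper calls preadipocytes. The white tissue is a visceral depot and the white cultures come from a subcutaneous one. The labels place the RPF libraries of the tissues on another sequencing lane than those of the cultures, and within each of these sets brown and white libraries shared a lane. Mapping, RPKM and Eff are as for the cultured cells.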

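The RPKM of a gene moves in steps of the worth of a single read, which depends on its coding length and on the depth of the library, so the reads behind each value could be recovered. Of 4841 genes with a single coding length in the reference annotation, 4770 had whole reads in all 24 libraries within 0.05 of a read, and 98.6 to 98.9 percent of the values of a library were whole. Reads mapped to coding sequence came to 217395 to 1765714 per RPF library and to 3757578 to 12307822 per RNA library. The shallowest were the RPF libraries of brown preadipocytes, at 217395 and 242424 reads, where the median gene had 13 and 15 reads and 29.5 to 34.1 percent of the genes had fewer than 10. In the RPF libraries of brown adipocytes at day 5 the median gene had 56 reads, in BAT 38 and 75, and in eWAT 37 and 59. In white cells it had 27 and 38 reads at day 0 and 21 and 44 at day 5. The RNA libraries had a median of 252 to 854 reads per gene. A gene at 13 reads carries a large counting error, so single RPF and Eff changes of weakly expressed genes from day 0 are the least precise values in the set.

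**Figure D1:**
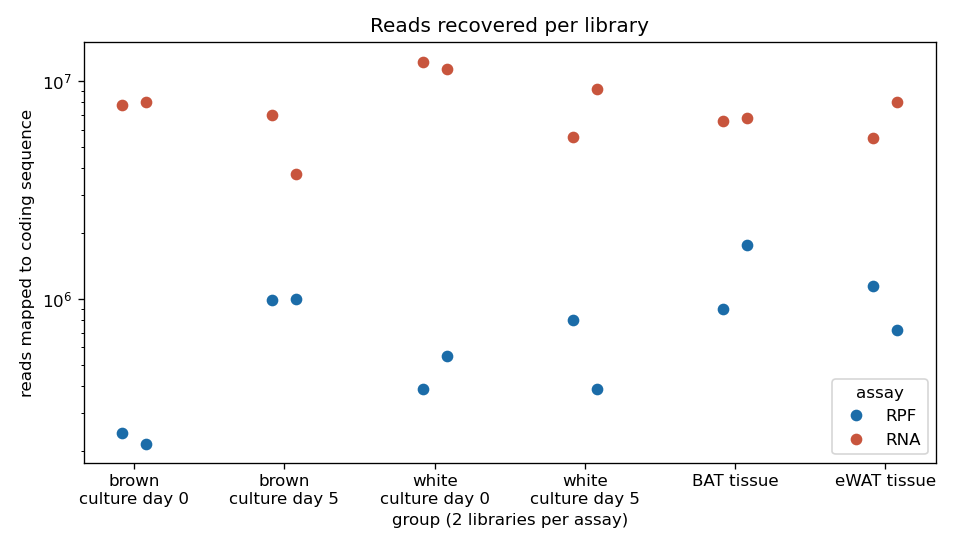
Reads mapped to coding sequence in each library, on a log axis, recovered from the deposited RPKM. Each point is one library, and the duplicates of a group share a column. Every RNA library lies above every RPF library, and the lowest points are the RPF libraries of brown cells at day 0.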

5608 genes were covered by at least 10 raw reads in both ribosome profiling and RNA-seq and were considered for downstream analysis.

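Here 5035 genes with a value in all 24 libraries were tested. They include Fabp4, Pparg, Lipe, Acsl1 and Slc2a4 (Glut4), 185 of the 343 genes that the paper lists under mitochondrion, 158 of 437 listed under lipid metabolism and 101 of 180 listed under translation. Ucp1, the uncoupling protein of brown fat, is not among them, and of 30 genes known from brown adipocytes 3 are. The deposited table holds 22418 genes, of which 6219 have no value and 11164 have a value in some libraries only. For most of those that could be compared the values differ from the paper's for the same libraries. Of 883 that the paper also lists, 24 equal the paper's values in every library, against 392 of 392 among the complete ones (within 0.1 percent). Whether the differing values stand under another library was not tested. Genes without a value in some library were therefore left out, which removes genes silent in any of the 12 groups. The lowest value kept in each RPF library stood for 4 reads. Genes expressed at low levels can therefore be missing as well, above all through the shallow RPF libraries of brown preadipocytes. Fold changes computed from the complete genes equal the paper's listed ones within 0.001 log2 for all 1960 genes compared in RPF and all 1967 in RNA.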

**Figure 1:**
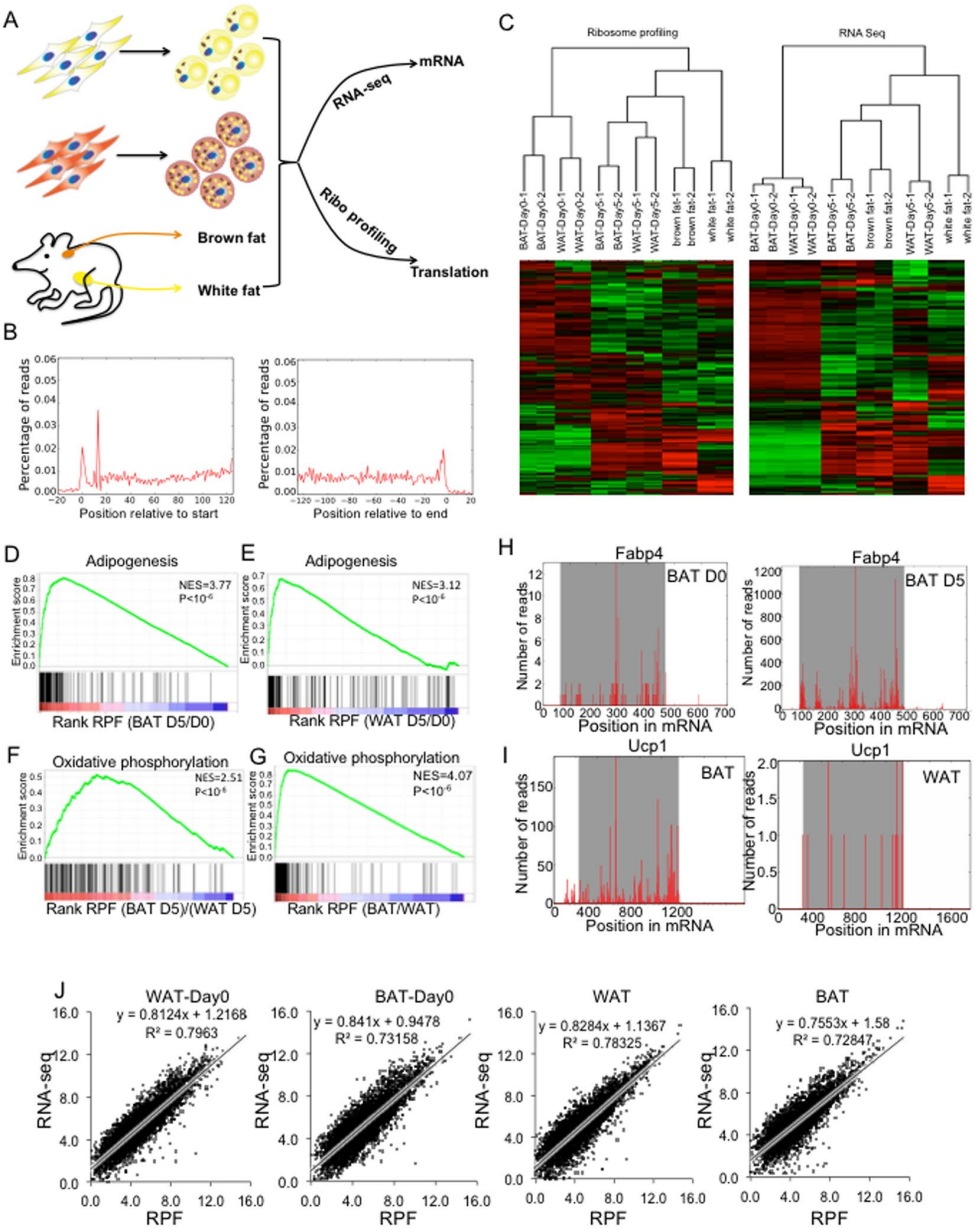
Ribosome profiling in adipocytes. (**A**) Schematic diagram of the experimental design. Primary brown and white preadipocytes were isolated from interscapular brown adipose (BAT) and inguinal white adipose (WAT), cultured *in vitro* for differentiation. Cells at day 0 and day 5 were harvested for RNA-seq and ribosome profiling in parallel. BAT and epididymal white adipose tissue (eWAT) were harvested for RNA-seq and ribosome profiling. (**B**) Metagene analysis of translation initiation and termination. Average ribosome footprint density profiles of all the detectable mRNAs in BAT are aligned at their start codon and stop codon. (**C**) Hierarchical clustering of all samples in this studies based on their mRNA expression and RPF. (**D**–**G**) GSEA analysis of ribosome profiling data during (**D**) brown and (**E**) white adipogenesis (D5/D0); (**F**) Cultured brown adipocyte vs. white adipocyte (BAT D5)/(WAT D5); (**G**) BAT vs WAT (BAT/WAT). (**H**) Examples of ribosome profiling data over two genes: Fabp4 in brown adipocyte culture Day 0 vs. Day 5; (**I**) Ucp1 in BAT vs WAT. (**J**) Correlation between RNA-seq and ribosome profiling data in WAT-Day0, BAT-Day0, WAT and BAT samples.

Combining ribosome protected fragments (RPF) from all mRNAs into one metagene show that majority of RPFs were mapped to annotated open read frames (ORF)s (Fig. 1B), reflecting the fundamental feature of mRNA translation. The density of RPF was highest at the start and stop codons (Fig. 1B), due to the pauses of ribosome at these positions^30^. In contrast, the mRNA-seq reads were uniformly mapped across the full length of mRNAs including 5′UTR and 3′UTR (not shown). 3-nucleotide periodicity could be observed in RPF but not the RNA-seq data. Thus, our ribosome profiling data accurately portray translational status.

To assess if mRNA and RPF carry similar molecular signature linked to cell type, we performed unsupervised hierarchical clustering separately on mRNA and RFPs. 

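Genes of preadipocytes and of mature adipocytes came out alike in the duplicates. Col1a1, a chain of type I collagen, had an RPF level of 11123 ± 454 RPKM (SD, n = 2 libraries) in brown preadipocytes and 649 ± 14.2 in brown adipocytes at day 5. Scd1, the desaturase that makes monounsaturated fatty acids, went the other way, from 1092 ± 101 to 26949 ± 249. In RNA, Scd1 had 185 ± 12.3 RPKM in white preadipocytes and 11151 ± 291 in white adipocytes. Over the 5035 genes, Pearson's r between duplicates ran from 0.954 to 0.987 in RPF and from 0.988 to 0.997 in RNA. The lowest pair in RPF was brown preadipocytes, the shallowest libraries. Each of the 12 libraries of either assay lay closer to its own duplicate than to any other library. These are correlations across genes, which are not independent replicates, so they carry no p.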

Duplicates of each sample were clustered together (Fig. 1C), indicating the strong correlation between our duplicates (Figure S2A,S2B). 

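Many genes of fat storage and fuel use rose and many of matrix and contraction fell in both lineages. In brown cells the RPF of Acaa2, the thiolase that closes fatty acid oxidation in mitochondria, had a log2 FC of 5.17 ± 0.16. Itga11, a collagen receptor subunit, had one of -5.82 ± 0.25 (SE from all RPF libraries, n = 2 libraries per group). In white cells Cfd (adipsin) had 4.88 ± 0.12 and Car3, a carbonic anhydrase of adipocytes, 4.48 ± 0.09, while Acta2, the smooth muscle actin, had -5.81 ± 0.19 and Tnc, the matrix protein tenascin C, -5.50 ± 0.30. At the RNA level Cd36, a fatty acid carrier, had 7.29 ± 0.12 and Gpd1, which makes glycerol phosphate for triglycerides, 7.28 ± 0.10 in brown cells. All of these passed limma's test. Of 5035 genes, 1308 rose and 1745 fell in RPF during brown adipogenesis, and 843 rose and 1816 fell during white adipogenesis. In RNA 1495 rose and 2262 fell in brown cells, and 1387 rose and 2690 fell in white cells. How far falling genes outnumber rising ones depends on scaling in white RPF and in RNA. Median-of-ratios scaling gave 1155 that rose and 1171 that fell in white RPF. In RNA it gave 1850 and 1834 in brown and 1840 and 2045 in white cells. With each gene's RPF spread taken from recovered reads (voom, chosen after the data were seen) 1158 rose and 1693 fell in brown cells. In simulated reads with the depth of these brown libraries, 23.4 percent of the RPF calls of the main test and 8.99 percent of those of voom were genes made without a change. Of 4753 simulated genes only 99 were changed by 1 and 100 by 2 on the log2 scale, far fewer than were called here. These shares therefore do not give the share of false calls in the real data. The simulation was not split by level. Single brown RPF calls of weakly expressed genes stay uncertain, as their reads are few.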

Two major branches separated preadipocytes from Day 5 mature adipocytes as well as adipose tissues, manifesting a large difference in the gene expression profile between preadipocytes and mature adipocytes. The dendrograms of RNA-seq data and ribosome profiling data by and large mirrored each other, indicating that both sets of data can reflect cell type-specific features.

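Several markers of fibroblasts and stromal cells fell from day 0 to day 5. Thy1, a surface marker of fibroblasts, had a log2 FC of -4.95 ± 0.36 in RPF and -4.62 ± 0.14 in RNA (SE) from day 0 to day 5 in white cells, and Pdgfrb, a receptor of mesenchymal cells, had -4.13 ± 0.19 in RPF and -3.99 ± 0.11 in RNA in brown cells. Cxcl12, a chemokine of stromal cells, had -4.09 ± 0.08 in brown RNA. Gelsolin (Gsn), on the same list of preadipocyte and fibroblast markers, went up instead, with 3.20 ± 0.09 in white RPF and 3.93 ± 0.09 in white RNA. All of these passed the test. In average-linkage clustering on 1 minus Pearson's r, the first split in RPF and in RNA set both day 0 groups against day 5 cells and tissues, and the next set eWAT apart. The split after that differed between assays. In RPF it parted brown from white preadipocytes, and in RNA it parted BAT from the cultured adipocytes.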

Next, we calculated the correlation between samples in a pairwise comparison according to RPF or RNA, and plotted the correlation in a heatmap. Consistent with the dendrogram, preadipocyte samples showed strong correlation between each other regardless lineage, while differentiated cells and adipose tissues correlated well regardless their origin (Figure S2F,G). 

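Preadipocytes of the lineages were close in RNA. Atp5b, a subunit of ATP synthase, had a log2 difference of 0.07 ± 0.07 (SE) between brown and white cells at day 0, which did not pass the test. Some adipocyte genes did differ already: the lipid droplet protein Plin1 had 5.05 ± 0.22 and adiponectin (Adipoq) 4.68 ± 0.26, both higher in brown preadipocytes. In RPF the day 0 groups differed more, with Lgals3 (galectin 3) at -2.27 ± 0.34 and Vegfb, a growth factor, at 2.69 ± 0.25. Across genes, r between brown and white preadipocytes was 0.984 to 0.985 in RNA and 0.902 to 0.910 in RPF. At day 5 it was 0.951 to 0.964 in RNA and 0.951 to 0.961 in RPF. Day 0 against day 5 gave 0.686 to 0.754 in RNA and 0.692 to 0.820 in RPF. Adipocytes at day 5 against tissues gave 0.864 to 0.925 in RNA and 0.850 to 0.927 in RPF, and BAT against eWAT 0.863 to 0.893 and 0.902 to 0.910.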

Similar patterns were observed for RPF and RNA levels.

To determine whether RPFs can reflect biological changes during adipogenesis and between distinct depots, we performed gene set enrichment analysis (GSEA) on pre-ranked gene list. 

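Of 28 adipogenic genes tested (lipid droplet proteins, lipid enzymes, adipokines and the factors that switch them on), 26 rose and 1 fell in RPF during brown adipogenesis (27 and 1 when adjusted over the list alone). The gene that fell was Cfd, with a log2 FC of -0.56 ± 0.12, named after its value was seen. In white adipogenesis all 28 rose in RPF, as they do when adjusted over the list alone. The median log2 RPF FC of the list was 3.58 in brown cells, against -0.17 for other genes, and 3.38 in white cells, against -0.39. Pnpla2, the lipase that starts triglyceride breakdown, had 4.42 ± 0.11 in brown and 3.54 ± 0.11 in white cells (SE, n = 2 libraries per group). In RNA all 28 rose in both lineages, with medians of 4.08 and 4.41. Limma's camera test of the list against other genes gave an adjusted p = 6.85e-18 for brown RPF and 6.67e-30 for white RPF, and an adjusted p = 0.0132 and 0.00526 with an estimated correlation. In RNA these were 2.07e-18 and 6.18e-21 with the preset correlation and 0.00646 and 0.00445 with an estimated one. The list was fixed beforehand, apart from Fabp4, Pparg, Lipe, Acsl1 and Slc2a4, which the paper names from these cells and which are not independent evidence.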

The most up-regulated GO between D5 and D0 is adipogenesis during both BAT and WAT adipogenesis at RPF (Fig. 1D,E) as well as RNA levels (Figure S1C,D). For instance, a dramatic up-regulation was observed for several adipogenic markers such as Fabp4, Lipe, Acsl1, Pparg, Glut4, etc (Fig. 1H, Figure S3A). 

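Fabp4, which binds fatty acids in adipocytes, went from an RPF level of 1336 ± 203 to 46000.0 ± 417 RPKM (SD, n = 2 libraries) in brown cells and from 4192 ± 125 to 41663 ± 957 in white cells. These are log2 FCs of 5.11 (SE 0.08, adjusted p = 9.51e-14) and 3.31 (SE 0.08, adjusted p = 1.18e-11) by limma. Slc2a4, which encodes the insulin-responsive glucose transporter Glut4, rose by 5.46 ± 0.20 in brown and 3.94 ± 0.20 in white cells. Lipe, the hormone-sensitive lipase, rose by 4.52 ± 0.22 and 3.43 ± 0.22, Acsl1, which activates fatty acids, by 3.55 ± 0.13 and 3.91 ± 0.13, and Pparg, the transcription factor that drives adipogenesis, by 3.60 ± 0.17 and 2.88 ± 0.17. In RNA the rise was larger in white cells for Fabp4 (7.06 ± 0.11 in brown, 8.26 ± 0.11 in white), Acsl1 (5.08 ± 0.09 and 7.18 ± 0.09) and Lipe (5.96 ± 0.11 and 7.41 ± 0.11), each past the test of the difference between lineages. White preadipocytes had 0.732 ± 0.468 RPKM of Slc2a4 RNA but 54.8 ± 15.5 in RPF.

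**Figure D2:**
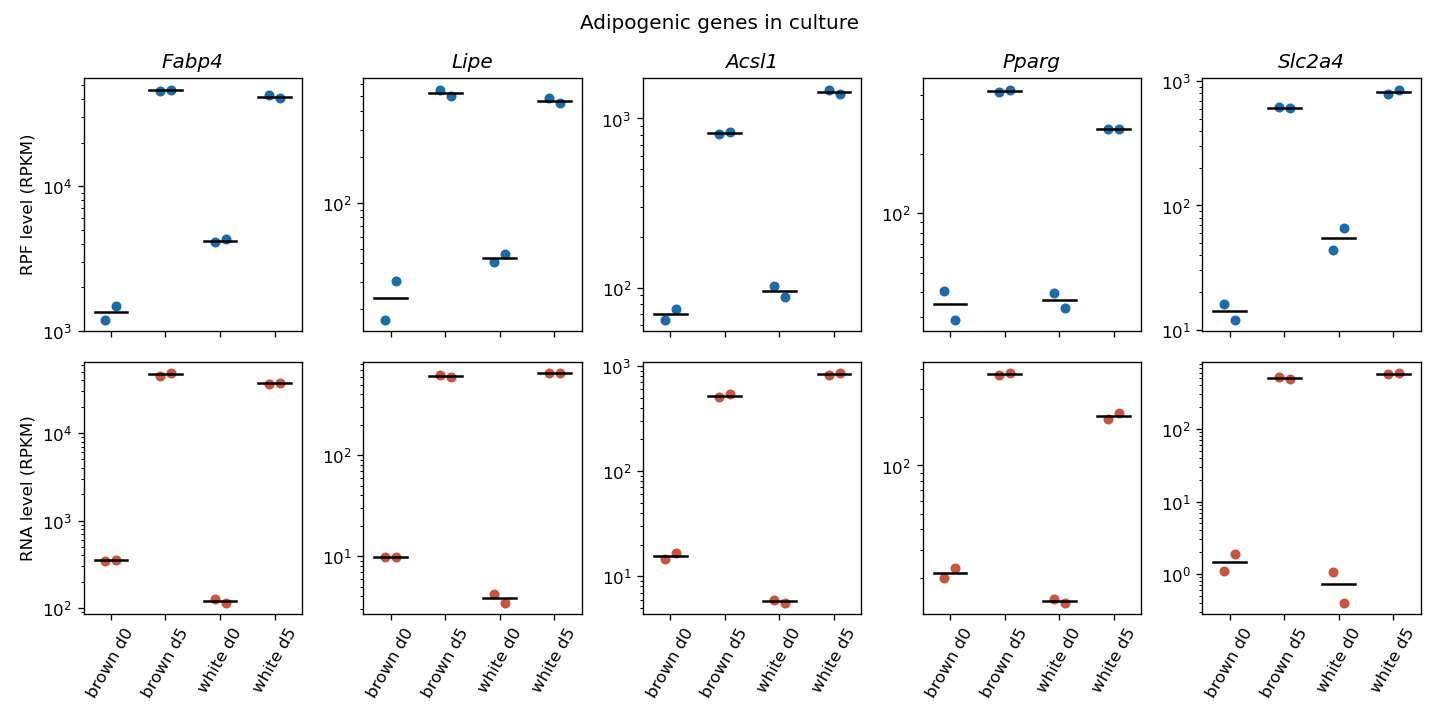
RPF and RNA levels of Fabp4, Lipe, Acsl1, Pparg and Slc2a4 at day 0 and day 5 of brown and white cultures, in RPKM on a log axis. Each point is a library and each bar marks the mean of the duplicates. All 5 genes were higher at day 5 than at day 0 in every library of both assays.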

The most enriched GO in BAT relative to WAT depots as well as between cultured mature brown and white adipocytes was oxidative phosphorylation, a hallmark of BAT due to its abundant mitochondria (Fig. 1F,G and Figure S2E). For example, the RPF of Ucp1 was much higher in BAT than in WAT (Fig. 1I).

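Genes of the respiratory chain and ATP synthase were higher in BAT than in eWAT nearly throughout. Of 75 OXPHOS subunits tested, 70 were higher and 4 lower in BAT RPF (71 and 4 when adjusted over the list alone), with a median log2 FC of 1.88 against -0.32 for other genes. Cox5a, of complex IV, had 3.16 ± 0.13 and Uqcrb, of complex III, 2.44 ± 0.11. Atp5a1, of ATP synthase, had 2.17 ± 0.08 (SE from all RPF libraries, cultures included, n = 2 pools per tissue). In BAT RNA 71 were higher and 3 lower (71 and 3 when adjusted over the list alone), with a median of 2.12. Between cultured adipocytes at day 5 the differences were small: 24 subunits were higher and 1 lower in brown RPF (33 and 1 when adjusted over the list alone), with a median of 0.35 against 0.07. Atp5b had 0.64 ± 0.08 and Sdhb, of complex II, 0.78 ± 0.12. In RNA at day 5, 23 were higher and 4 lower in brown cells (19 and 3 when adjusted over the list alone) and the list did not stand apart from other genes (camera, adjusted p = 0.277, and adjusted p = 0.834 with an estimated correlation). With quantile scaling that list did pass, with a shift of 0.22. Camera gave an adjusted p = 1.33e-51 for tissue RPF, 5.21e-43 for tissue RNA and 4.35e-09 for day 5 RPF. With an estimated correlation these were an adjusted p = 1.87e-04, 0.0160 and 0.0156. The rise in tissues is the mean of whole depots, and the list does not include genes encoded by mitochondrial DNA, of which none could be used.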

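Some abundant genes had close RPF and RNA levels. In BAT, Fabp4 had 25978 ± 534 RPKM (SD, n = 2 pools) in RPF and 27238 ± 3224 in RNA. Acsl1 had 1173 ± 12.0 in RPF and 1001 ± 36.9 in RNA. Ndufa1, an accessory subunit of complex I, had a higher RPF than RNA level, with 2513 ± 168 in RPF and 1082 ± 98.8 in RNA. Lipe had a lower one, with 758 ± 42.4 and 1098 ± 144. Across the 5035 genes the squared correlation of log2 RPF with log2 RNA was 0.799 in BAT and 0.744 in eWAT. It was 0.787 in brown and 0.711 in white preadipocytes, and 0.800 in brown and 0.741 in white adipocytes at day 5. Each value rests on the means of the duplicates.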

To examine the relationship between RNA and RPFs within each sample, we plotted the RNA-seq data against the RPF and found that they correlated tightly with R^2^ ranging from 0.7 to 0.8 (Fig. 1J), suggesting that RNA abundance was the major contributor to the total translation represented by RPFs.

Although the number of replicates (two) used in this study is limited, the correlation between our duplicates is high (Figure S2A,B). GO terms from distinct cell types differed considerably (Figure S2E), reflecting the different cell phenotypes. Thus, these high throughput data should be sufficient for us to perform downstream analysis.

### Translational control contributes more to RPF changes during brown than during white adipogenesis

We aimed to depict a picture of gene expression changes during adipogenesis at translational and transcriptional levels. First, we examined the distribution of RPF and mRNA fold-changes (FCs) in both brown and white adipogenesis. 

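In brown cells several genes moved further in RPF than in RNA. Hibch, an enzyme of valine breakdown, had a log2 RPF FC of 5.08 ± 0.14 (SE) beside 4.11 ± 0.13 in RNA, and the latent TGFβ-binding protein Ltbp2 had -5.37 ± 0.30 beside -3.44 ± 0.11. In white cells the strongest genes moved further in RNA: Plin1, which coats lipid droplets, had 4.05 ± 0.28 in RPF and 11.73 ± 0.22 in RNA, and Adipoq had 4.09 ± 0.17 and 10.79 ± 0.26. Over all genes the SD of log2 FCs in brown adipogenesis was 1.52 for RPF and 1.37 for RNA, a difference of 0.154 (0.189 and 0.195 from single replicates). In white adipogenesis the SD was 1.16 for RPF and 1.42 for RNA, a difference of -0.262, which shrank to -0.0279 with the day 5 part of day 0 RPF subtracted and to -0.0974 without genes whose RNA rose over 8-fold. The day 5 part was set from the gap between RPF and RNA of the genes whose RNA rose most, in these same libraries. A smaller gap after its subtraction is therefore partly built in. In brown cells 892 genes changed by more than 4-fold in RPF and 651 in RNA. In white cells 489 did in RPF and 606 in RNA. The Kolmogorov-Smirnov distance between the RPF and RNA distributions was 0.0804 in brown (permutation p = 1e-05, the smallest that 100000 shuffles can give) and 0.0340 in white cells (permutation p = 2e-05). Genes are not independent replicates, so these p describe the libraries at hand.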

During brown adipogenesis, the FCs of RPF were more broadly distributed than those of mRNAs (Fig. 2A), while during white adipogenesis (Fig. 2B), the FCs of RPFs and mRNAs were distributed similarly, suggesting that translational control is more involved during brown adipogenesis.

**Figure 2:**
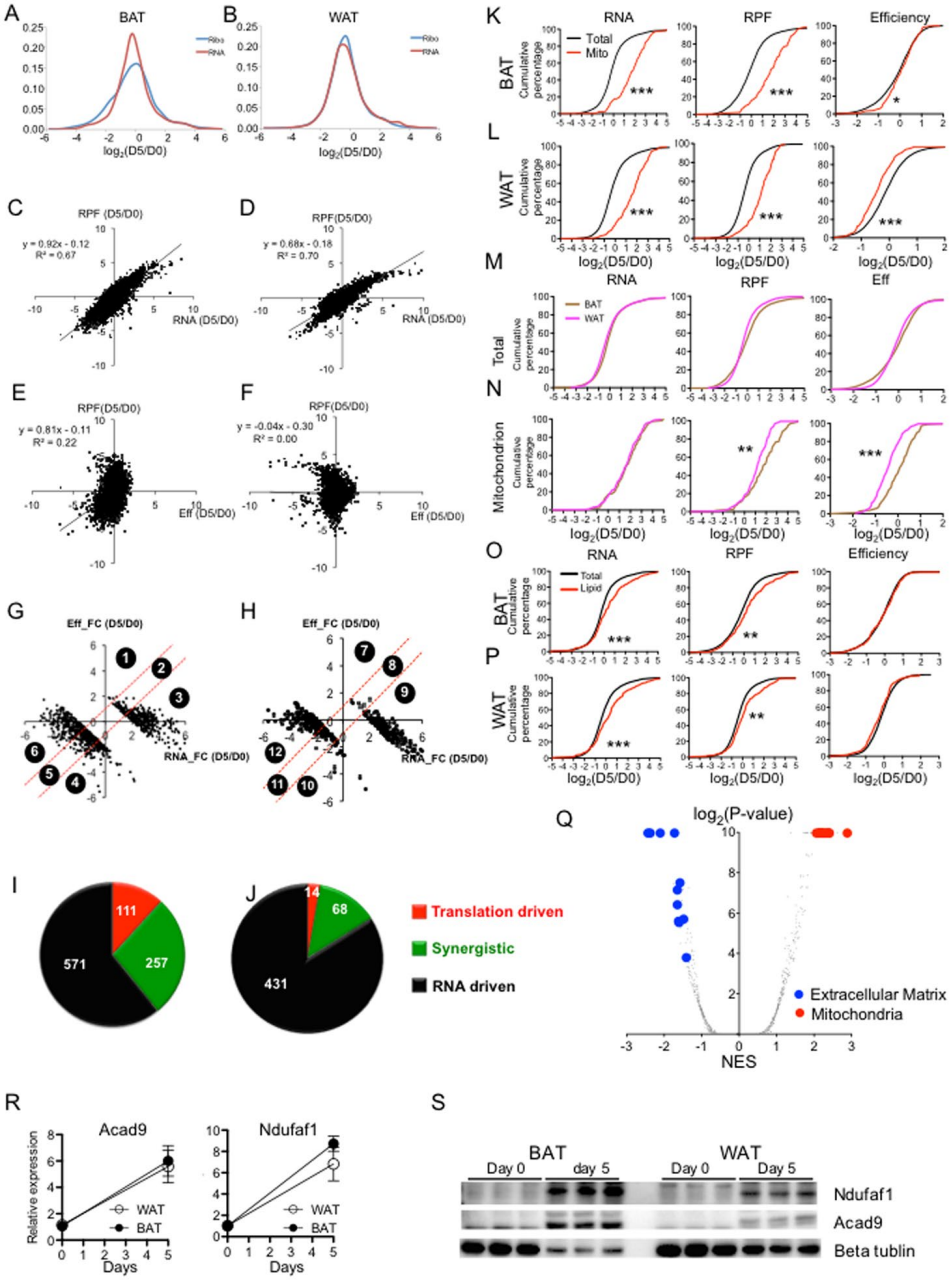
Genes encoding mitochondria components are more actively translated during brown adipogenesis than during white adipogenesis. (**A**,**B**) The distribution of RPF and RNA fold changes (FC) of each gene during (**A**) brown and (**B**) white adipocyte adipogenesis. (**C**,**D**) The correlation between RPF FCs and RNA FCs during (**C**) brown and (**D**) white adipogenesis. (**E**,**F**) The correlation between RPF FCs and translational efficiency (EFF) FCs during (**E**) brown and (**F**) white adipogenesis. (**G**,**H**) Based on the relative contribution of mRNA vs Eff FCs to the total translation FCs, 959 and 513 genes with ≥4 fold RPF changes in (**G**) brown and (**H**) white adipogenesis are classified into 6 groups. Genes with increased and decreased RFP comprise Group 1–3 and Group 4–6, respectively. (**I**,**J**) Pie charts to show the composition of each group during (**I**) brown and (**J**) white adipogenesis. Genes were classified into three types: translation driven, synergistic (driven by both RNA and translation), and RNA driven. (**K**,**L**) The cumulative fraction curves of (left) RNA-, (middle) RPF- and (right) Efficiency-FC during (**K**) brown and (**L**) white adipogenesis (D5/D0). The red line represents the genes related to mitochondria GO terms while the black line represents total detectable genes as the background. (**M**,**N**) The cumulative fraction curves of (left) RNA-, (middle) RPF- and (right) Efficiency FCs during adipogenesis for (**M**) all detectable genes and (**N**) genes related to mitochondrion GO. (**O**,**P**) As described in K and L. The red line represents the lipid metabolism related genes. *Represents P value < 0.05; **represents P value < 0.01; ***represents P value < 0.001 (Kolmogorov–Smirnov test). (**Q**) Genes are ranked based on their difference between of Eff-FC in brown and in white adipogenesis. GSEA analysis was performed to derive the P values and normalized enrichment score (NES) for each pathway. Inverse volcano plot was generated using the -log_2_(P-value) vs. NES. (**R**) mRNA expression and (**S**) protein level of Acad9 and Ndufaf1 examined by real-time PCR and Western blot during brown and white adipogenesis. The Western image was cropped from a full gel picture (Fig. S6) N = 3.

To assess the relative contribution of translation and mRNA to total protein synthesis, we calculated the ribosome loading density which reflects the translational efficiency (referred to as Eff) for each gene as the ratio of RPF to RNA. The correlation between fold changes (FC) in RPF and RNAs manifested a R^2^ of 0.67 for BAT and 0.70 for WAT (Fig. 2C,D), demonstrating a predominant contribution of RNA to total translational change during adipogenesis. 

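In brown cells the very long-chain acyl-CoA dehydrogenase Acadvl had a log2 FC of 4.44 ± 0.12 in RPF and 4.63 ± 0.07 in RNA (SE). In white cells its RPF rose less than its RNA, by 2.85 ± 0.12 against 4.58 ± 0.07. Gpd1 lay further apart in white cells, with 3.39 ± 0.23 in RPF and 10.97 ± 0.10 in RNA. Across genes the squared correlation of RPF FC with RNA FC was 0.686 in brown and 0.711 in white cells. The slope of RPF on RNA was 0.922 in brown and 0.687 in white cells. Leaving out 1 library at a time gave 0.657 to 0.693 in brown cells.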

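Single genes of histones and ribosomal proteins were among those with the largest loss of Eff in brown adipogenesis. Hist1h4h, a gene of histone H4, had a log2 Eff change of -6.54 ± 0.28 (SE), since its RNA rose by 7.03 ± 0.21, and Rps27, of the small ribosomal subunit, had -5.58 ± 0.26. Among the highest were Tmod3, which caps actin filaments, with 2.10 ± 0.34 and Ddx58, the sensor of viral RNA also called RIG-I, with 2.00 ± 0.35. In white cells adipocyte genes fell most in Eff, such as Plin1 with -7.68 ± 0.40, Gpd1 with -7.57 ± 0.28 and Car3 with -5.87 ± 0.15. In limma's test of Eff as an interaction of assay and day, 809 genes rose and 1000 fell in brown and 400 rose and 823 fell in white cells. The excess of falling genes in white cells turned to 520 that rose and 474 that fell when the day 5 part was subtracted from day 0 RPF, and was also lost with quantile scaling. Without the second RNA library of white cells at day 5 the white total dropped from 1223 to 713 genes. Across genes the squared correlation of RPF FC with Eff FC was 0.205 in brown and 0.00258 in white cells. RPF enters both sides of this correlation, so noise in RPF alone raises it. In simulated reads 18.3 percent of the brown Eff calls were genes made without a change, against 9.26 percent with voom (chosen after the data were seen). Of 4765 simulated genes only 100 were changed by 1 and 100 by 2 on the log2 scale, so these shares do not carry over to the real calls. In the real data voom called 634 genes higher and 938 lower.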

Interestingly, we detected a moderate correlation between FCs of RPF and FCs of Eff during BAT adipogenesis (R^2^ = 0.22) but not during WAT adipogenesis (Fig. 2E,F), implying that translational control may contribute more to brown adipogenesis than to white adipogenesis.

959 and 513 genes showed more than 4-FC during brown and white adipogenesis, respectively. We classified them into 12 subgroups according to their relative contribution of Eff and RNA to RPF FCs. Namely, group 1–3 (389 genes) and group 7–9 (237 genes) consist of genes whose RPFs were up-regulated during brown and white adipogenesis, respectively; groups 4–6 (570 genes) and group 10–12 (276 genes) were down-regulated during brown and white adipogenesis, respectively (Fig. 2G and H). 

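Among genes with an RPF change of at least 4-fold were S100a1, a calcium-binding protein of muscle and fat, at a log2 FC of 5.34 ± 0.15 in brown cells, and Timp3, an inhibitor of matrix proteases, at -5.53 ± 0.22 in brown and -4.88 ± 0.22 in white cells (SE). Fbln2 (fibulin 2), a protein of elastic matrix, fell by this measure in both lineages as well, with -4.28 ± 0.15 and -3.65 ± 0.15. Apoe, which carries lipids, was among the genes that rose in white cells, with 3.50 ± 0.10. In brown adipogenesis 357 genes were up and 535 down by at least 4-fold. In white adipogenesis 234 were up and 255 down. Each count is taken from the means of duplicates and has no test of its own. From a single library per group the brown counts were 388 up and 568 down with replicate a and 365 up and 559 down with replicate b.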

Genes in groups 1, 4, 7, 10 were mainly driven by Eff FC; group 3, 6, 9, 12 were mainly regulated by RNA FC; group 2, 5, 8, 11 were synergistically driven by both RNA FC and Eff FC. 

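Of 892 genes that changed at least 4-fold in RPF during brown adipogenesis, 98 changed mainly through Eff and 233 through RNA and Eff together. With a class limit of 0.5 they were 153 and 120, so they depend on that choice. With at least 10 reads per library (chosen after the data were seen) they were 58 and 151. Fewer genes driven by RNA entered in that setting as well, so the lower counts do not show a change in shares. Genes lowered through Eff made up most of the first kind, 93 of 98. Among them was Rps27, whose log2 FCs were -6.02 in RPF, -0.44 in RNA and -5.58 in Eff. The 5 raised mainly through Eff included, named after their values were seen, Sc5d, an enzyme of cholesterol synthesis, the mRNA export factor Fyttd1, the interferon-induced Ifi205, and LOC100861916. The 233 genes moved by both held 45 that rose, such as Hspd1, the chaperonin of mitochondria, and 188 that fell. In white adipogenesis 11 of 489 genes changed mainly through Eff, all down, and 58 through both, of which 5 rose and 53 fell. These are 11.0 and 26.1 percent of the genes in brown and 2.25 and 11.9 percent in white cells. A gene was placed by the log2 Eff FC minus the log2 RNA FC, taken in the direction of its RPF change: at least 1 for Eff, at most -1 for RNA, and in between for both. Without the second RPF library of white cells at day 5, 24 genes in place of 11 changed mainly through Eff.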

In summary, 111 (11.6%) and 257 (26.8%) genes were transnationally driven and synergistically driven during brown adipogenesis, respectively (Fig. 2I), while only 14 (2.7%) and 68 (13.3%) genes were translationally driven and synergistically driven during white adipogenesis, respectively (Fig. 2J). In addition, we quantified the relative contribution from Eff and RNA to RPF FCs as previously described^31^ using the ratio of correlations between variables to the correlation between experimental duplicates (Figure S3D), and observed ~30% and ~22% translational contribution during brown and white adipogenesis, respectively. 

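How far Eff adds to RNA differed from gene to gene. In brown cells Hspd1 had a log2 Eff change of 1.15 ± 0.18 (SE) on top of 1.41 ± 0.11 in RNA, and Tpi1, an enzyme of glycolysis, 0.92 ± 0.13 on top of 1.61 ± 0.08. For Acsl1, Eff went against RNA, with -1.52 ± 0.16 beside 5.08 ± 0.09. The share of RPF FC variance not shared with RNA FC, relative to that shared between RPF duplicates, was taken as 1 minus the ratio of the squared correlations. It was 17.9 percent in brown (22.8 and 21.2 percent from single replicates) and 6.03 percent in white cells (9.96 and 16.2 percent from single replicates). The paper's text names a ratio of correlations without its form, so this form is an assumption.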

Although the interpretation of these analysis may be limited by the small number of replicates, translational control seems to have a greater influence on total translational changes in brown than white adipocytes.

### The translational efficiency of mitochondria-related genes increases during brown adipogenesis

Although translational control was not the major contributor to changes in protein expression, we sought to assess whether specific pathways were regulated by translational control by performing Gene Ontology analysis for each gene set (Tables 1, 2). 

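Genes that rose with their RNA held the machinery of fuel oxidation and fat storage in both lineages. In brown cells these were 59 of 75 (chance 4.57) OXPHOS subunits, 21 of 22 (chance 1.34) genes of the citric acid cycle, 18 of 21 (chance 1.28) of fatty acid oxidation and 24 of 28 (chance 1.71) adipogenic genes. In white cells they were 30 of 75 (chance 3.41), 17 of 22 (chance 1.00), 18 of 21 (chance 0.955) and 26 of 28 (chance 1.27). Examples are Acadm, the medium-chain acyl-CoA dehydrogenase, with a log2 RNA FC of 5.12 ± 0.08 in brown and 4.69 ± 0.08 in white cells (SE), and Cyc1 (cytochrome c1), with 3.96 ± 0.09 and 3.89 ± 0.09. Genes that fell with their RNA held the matrix and the cytoskeleton: 32 of 55 (chance 2.77) extracellular matrix genes and 14 of 28 (chance 1.41) of the cytoskeleton in brown cells, and 21 of 55 (chance 2.09) and 13 of 28 (chance 1.06) in white cells. Mmp14, a membrane-bound matrix protease, had -3.87 ± 0.09 in brown RNA and Cald1 (caldesmon) -3.34 ± 0.09. Fisher's exact test, adjusted over the lists within a class, gave p = 6.39e-58 for OXPHOS subunits rising in brown and 5.94e-21 in white cells, and 6.63e-27 and 2.91e-15 for matrix genes falling. The other p named here lay between 2.38e-32 and 1.14e-10.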

For the RNA-driven groups (3, 6, 9,12), we observed similar GOs during brown and white adipogenesis, including oxidation reduction, mitochondrion as up-regulated GOs, and cell adhesion, extracellular region as down-regulated GOs. But genes in translational driven groups were enriched for different GOs in two lineages. For example, chromatin related GOs were down-regulated during brown adipogenesis while translation and ribosome related GOs were down-regulated during white adipogenesis (Tables 1, 2). 

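Of 24 histone genes, 20 fell and 1 rose in Eff during brown adipogenesis (20 and 1 when adjusted over the list alone), and 19 fell and none rose in white cells (19 and 1 when adjusted over the list alone). Hist1h2be, of histone H2B, had a log2 Eff change of -3.03 ± 0.27 in brown and -3.76 ± 0.27 in white cells (SE), while its RNA rose by 1.83 ± 0.11 and 2.14 ± 0.11. Of 76 cytosolic ribosomal proteins 42 fell and 4 rose in brown Eff (42 and 4 when adjusted over the list alone), and 46 fell and none rose in white Eff (49 and 0 when adjusted over the list alone). Rpl14, of the large subunit, had -2.89 ± 0.21 and -2.50 ± 0.21. The brown genes lowered mainly through Eff held 7 of 24 (chance 0.443) histones and 6 of 76 (chance 1.40) ribosomal proteins (Fisher's exact test, adjusted p = 3.44e-06 and 0.0287). The 11 white ones held 4 of 76 (chance 0.166) ribosomal proteins, which were Rpl14, Rplp1, Rps27 and Rps28 (adjusted p = 3.21e-04), and no histone. A difference between lineages is not settled by this: tested directly, the Eff change of histones differed with a camera adjusted p = 0.136 and that of ribosomal proteins with 0.521 (median 0.07, mean -0.02), and with an estimated correlation the adjusted p = 0.488 and 0.816. With quantile scaling, however, ribosomal proteins lay -0.37 from other genes in this test and passed. Camera for Eff gave an adjusted p = 8.24e-11 for histones in brown and 1.17e-16 in white cells, and 1.23e-08 and 4.22e-13 for ribosomal proteins. With an estimated correlation these were an adjusted p = 0.0256, 0.00239, 0.153 and 0.0183, so the fall of ribosomal proteins in brown cells is then lost. The fall of histones in brown cells lost its call with at least 10 reads per library (chosen after the data were seen), with a shift of -0.59. Histone and ribosomal protein genes have near-identical copies that may share reads, and most histone mRNA has no poly(A) tail, so these values are uncertain.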

An interesting observation was that genes in mitochonda-related GOs were significantly over-represented in the synergistic group during brown (Group 2) but not white adipogenesis (Group 8) (Tables 1, 2), suggesting that enhanced translation contributes to the induction of mitochondria genes in brown adipogenesis.

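The brown genes that rose through RNA and Eff together included proteins that import and fold other proteins in mitochondria. They were Hspd1 with log2 FCs of 2.55 in RPF, 1.41 in RNA and 1.14 in Eff, Hspa9 (mortalin), with 2.10 in RPF, 1.46 in RNA and 0.64 in Eff, and the protease Lonp1, with 2.00 in RPF, 1.35 in RNA and 0.65 in Eff. Of the paper's mitochondrion list they held 7 of 185 (chance 1.65), the others being Mtx2, Rhot1, Prdx5 and Cox15, of mitochondrial import, movement, peroxide removal and heme A synthesis. The list of mitochondrial import and folding gave 3 of 22 (chance 0.197) and glycolysis 3 of 16 (chance 0.143), namely Pgk1, Tpi1 and Pgam1. Fisher's exact test gave an adjusted p = 0.00822, 0.00822 and 0.00758. In white cells 5 genes rose this way, and none was on the mitochondrion list (chance 0.184). They were Clpb, Iars2, Abca8a, Vps13a and Syne2, of which Clpb and Iars2 encode mitochondrial proteins. Apart from Hspd1 and Hspa9, the genes were named after their values were seen. The brown and white counts were not tested against each other here.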

**Table 1:** classification of genes with regulated total translation during brown adipogenesis and their associated GOs.

Gene sets	1	2	3	4	5	6
Category	Translation driven	Synergistic	RNA driven	Translation driven	Synergistic	RNA driven
Number	4	54	331	107	203	260
GO_BP	N.A	Cofactor metabolic process; lipid biosynthetic process; protein folding	Oxidation reduction; electron transport chain; cellular respiration	Chromatin assembly; protein-DNA complex assembly	Translation; polysaccharide biosynthetic process	Cell adhesion; extracellular structure organization
GO_CC	N.A	Mitochondrion	Mitochondrial membrane part; proton-transporting ATP synthase complex	Nucleosome; protein-DNA complex	Ribosome; small ribosomal subunit	Extracellular region

**Table 2:** classification of genes with regulated total translation during white adipogenesis and their associated GOs.

Gene sets	7	8	9	10	11	12
Category	Translation driven	Synergistic	RNA driven	Translation driven	Synergistic	RNA driven
Number	0	7	230	14	61	201
GO_BP	N.A	N.A	Oxidation reduction; generation of precursor metabolites and energy; fatty acid metabolic process	Translation	Cytoskeleton organization; regulation of cell development	Cell adhesion; actin cytoskeleton organization
GO_CC	N.A	N.A	Mitochondrion	Ribosome; ribonucleoprotein complex	Ribosome	Extracellular region

To evaluate the translational regulation of mitochondria genes in a more systemic manner, we plotted the cumulative density functions of FCs (D5/D0) for all mitochondrion GO-related genes (183 genes), with a comparison to all detectable genes as a control. 

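Genes of fuel oxidation and of ATP synthase were among the mitochondrial genes that rose in brown cells. Atp5b had a log2 FC of 3.46 ± 0.08 in RPF (SE, n = 2 libraries per group) and Hadh, which acts in fatty acid oxidation, 4.12 ± 0.12. Of 185 genes tested from the paper's mitochondrion list, 147 rose and 13 fell in RPF (147 and 14 when adjusted over the list alone). In Eff the list was divided: 41 rose and 30 fell (41 and 30 when adjusted over the list alone). Prelid1, which carries lipid between the mitochondrial membranes, had -2.53 ± 0.23 and Atp5g2, a ring subunit of ATP synthase, -1.89 ± 0.22, while Pdha1, of pyruvate dehydrogenase, had 1.00 ± 0.14. The median of the list lay above that of all other genes by 1.98 in RPF and 2.00 in RNA on the log2 scale. In Eff it lay 0.10 above, with 100 of 185 genes over the median of the others. The Kolmogorov-Smirnov test gave D = 0.557 in RPF, 0.619 in RNA and 0.121 in Eff (for Eff, permutation p = 0.00915, adjusted p = 0.0145 over 54 tests). For RPF and RNA the permutation p = 1e-05 each, the smallest the shuffles can give. Without the first RPF library of brown cells at day 0 the Eff shift was 0.12 and no longer passed. It also lost its call without members of other lists (0.0713) and with at least 10 reads per library, a setting chosen after the data were seen (0.14).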

The mitochondrion curve shifted to the right compared to the total gene curve in all RNA, RFP and Eff plots during brown adipogenesis (Fig. 2K), indicating that both mRNA and Eff of mitochondria genes, compared with other genes, were increased during brown adipogenesis. In contrast, although the RPFs and RNAs of mitochondrion related genes were enhanced during white adipogenesis, the translational Effs were relatively repressed (Fig. 2L). Furthermore, we directly compared brown and white adipogenesis in term of FC distribution of mitochondrion related genes as well as total genes. 

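In white cells the same list rose in RPF and RNA and lagged in Eff. Hadh had a log2 RPF FC of 2.83 ± 0.12 and RNA FC of 3.67 ± 0.08 (SE). Eff fell in members of the list such as Acadvl (-1.73 ± 0.14), Idh3b, of the citric acid cycle (-1.11 ± 0.13), and Sdhb (-1.14 ± 0.14). The fall of Acadvl lost its call with the day 5 part of day 0 RPF subtracted (-0.47). In Eff 8 genes of the list rose and 66 fell (9 and 70 when adjusted over the list alone). The median of the list lay 1.61 above that of other genes in RPF and 2.11 above in RNA. In Eff it dropped by 0.35 relative to other genes, D = 0.275 (permutation p = 1e-05), with 48 of 185 genes over the median of the others. When the part of the day 0 RPF signal that tracks day 5 was subtracted, this shift was -0.08. Fabp4, Plin1 and other genes whose RNA rose most set that part, 8.00 percent of the day 5 RPF level in white and 2.23 percent in brown cells.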

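Taken gene by gene, mitochondrial genes changed more in brown than in white cells in RPF. Ghitm, a protein of the inner membrane, rose by 1.58 ± 0.14 more on the log2 scale (SE), and Sucla2, of the citric acid cycle, by 2.10 ± 0.18 more. Of 185 genes on the mitochondrion list, 149 had the larger RPF FC in brown cells, 117 the larger RNA FC and 147 the larger Eff FC. Their median brown minus white difference was 0.62 in RPF, 0.10 in RNA and 0.54 in Eff. The Kolmogorov-Smirnov distance between the brown and white FCs of the list was 0.259 in RPF and 0.357 in Eff (permutation p = 1e-05 each) and 0.0703 in RNA (permutation p = 0.0894). Over all 5035 genes it was 0.113 in RPF, 0.0902 in RNA and 0.0876 in Eff (permutation p = 1e-05 each). All genes together had a median difference of 0.18 in RPF, 0.08 in RNA and 0.06 in Eff. Of these 5035 genes, 2898 had the larger FC in brown cells in RPF, 2831 in RNA and 2687 in Eff. Median-of-ratios scaling moved the all-gene difference by -0.20 in RPF, -0.12 in RNA and -0.08 in Eff. The difference over all genes therefore depends on scaling.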

Total genes did not show significant difference at RNA, RFP or Eff (Fig. 2M), but mitochondria genes exhibited significant higher Eff and RFP during brown adipogenesis (Fig. 2N). Taken together, these data demonstrate that both mRNA and Eff synergistically contribute to the induction of mitochondria genes during brown adipogenesis, but not white adipogenesis.

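The interaction of assay, day and lineage tests this difference in single genes. Of the mitochondrion list, 44 genes had a larger and 5 a smaller Eff change in brown than in white cells (59 and 6 when adjusted over the list alone). Uqcrc1, a core subunit of complex III, differed by 1.72 (SE 0.20, adjusted p = 2.29e-05) on the log2 scale and Atp5b by 1.22 (SE 0.15, adjusted p = 2.56e-05). The paper chose the list from gene ontology and tests it on these libraries. From the rightward shift of the list in RNA, RPF and Eff of brown cells, its lower Eff in white cells and the direct comparison of the lineages, the paper concludes that RNA and Eff act together on mitochondrial genes in brown adipogenesis (Fig. 2K,L,N). The lineages also differed in Eff before induction, though less surely: at day 0 the median Eff of the list was -0.22 in brown relative to white cells, against other genes, and at day 5 it was 0.23 (permutation p = 8.50e-04, adjusted p = 0.00184 and, at day 5, permutation p = 1e-05). In camera the day 0 call was lost with the day 5 part of day 0 RPF subtracted (shift -0.0636), without members of other lists (-0.0217) and without genes whose RNA rose over 8-fold (-0.11). The day 5 call was lost with quantile scaling (0.0362) and without members of other lists (0.20).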

A feature common in both brown and white adipogenesis is the increase of lipid content. We also examined the cumulative fraction curves of FCs for 157 genes in lipid metabolism GOs. 

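Genes of lipid metabolism went both ways. In brown cells Fabp5, a fatty acid binding protein, had a log2 RPF FC of 3.91 ± 0.11 (SE) and Acadm 4.96 ± 0.15. Retsat, a retinol saturase of adipocytes, rose in RNA by 4.67 ± 0.09 in brown and 5.07 ± 0.09 in white cells and fell in Eff, with -1.96 ± 0.18 and -1.90 ± 0.18, of which the white fall was lost (-0.07) with the day 5 part of day 0 RPF subtracted. Of 158 genes tested from the paper's list, 65 rose and 43 fell in brown RPF (65 and 46 when adjusted over the list alone). Relative to other genes the median of the list was higher by 0.44 in RPF (permutation p = 8.30e-04, adjusted p = 0.00184) and 0.41 in RNA of brown cells, and by 0.36 (permutation p = 9.00e-05, adjusted p = 2.56e-04) and 0.63 in white cells. For RNA the permutation p = 1e-05 in both lineages. In Eff the shift was 0.03 in brown cells (permutation p = 0.911, adjusted p = 0.911) and -0.11 in white cells (permutation p = 0.0155, adjusted p = 0.0226). Without members of other lists the calls were lost in RPF of brown (0.18) and white cells (0.16) and in Eff of white cells, where subtracting the day 5 part also turned the shift to 0.00446. Without genes whose RNA rose over 8-fold the calls in brown RPF and white Eff were lost as well.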

Although these genes outperform background genes regarding their induction at RNA and RPF levels (Fig. 2O,P), their Effs are not different from those of total genes in both BAT and WAT adipogenesis, indicating that lipid metabolism genes are mainly governed by RNA changes.

The analysis above has demonstrated that translation control played a crucial role in mitochondria genes during brown adipogenesis. To assess wheather other pathways were regulated at translational levels, we compared the translational changes of brown and white adipogenesis by ranking genes according to their differential FCs (∆FC_Eff_ = (Eff_BATD5_/Eff_BATD0_)/(Eff_WATD5_/Eff_WATD0_)) during brown and white adipogenesis. We performed GSEA on this ranked gene list and plotted the enrichment score (NES) *vs*. P-value for each GO (Fig. 2Q, Figure S3E–G). Consistently with earlier observation, all mitochondria-related GOs ranked as the most up-regulated pathways, indicating that the main targets of translational regulation during brown adipogenesis were the genes involved in mitochondria function. 

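Genes that burn fuel differed in Eff change between brown and white adipogenesis, where a larger change is a greater rise or a smaller fall. Of 75 OXPHOS subunits 33 had a larger Eff change in brown cells and none a smaller one (45 and 2 when adjusted over the list alone), of 22 genes of the citric acid cycle 13 and none (20 and 0 when adjusted over the list alone), and of 21 genes of fatty acid oxidation 12 and none (14 and 0 when adjusted over the list alone). Acadvl differed by 1.54 ± 0.20 (SE) on the log2 scale, Sdhd, of complex II, by 1.49 ± 0.23 and Eci1, an isomerase of fatty acid oxidation, by 1.57 ± 0.22. Groups outside mitochondria also differed: 14 of 28 adipogenic genes were larger and 1 smaller (15 and 1 when adjusted over the list alone), led by Plin1 with 5.55 ± 0.56 and Gpd1 with 5.20 ± 0.39, and 11 of 16 genes of glycolysis were larger and none smaller (12 and 0 when adjusted over the list alone), with Tpi1 at 1.63 ± 0.18 and Ldha (lactate dehydrogenase) at 1.14 ± 0.16. The lipid list had 20 larger and 9 smaller (20 and 9 when adjusted over the list alone). Over all genes 493 were larger and 291 smaller in brown cells, and this excess was gone with the day 5 part of day 0 RPF subtracted (337 and 351) and with quantile scaling. Without the second RNA library of brown cells at day 0 the total dropped from 784 to 485 genes. Camera gave an adjusted p = 7.90e-08 for the mitochondrion list, 2.91e-13 for OXPHOS, 1.94e-11 for the citric acid cycle, 8.31e-10 for fatty acid oxidation, 1.01e-10 for adipogenic genes, 1.70e-07 for glycolysis and 0.127 for lipid genes. With an estimated correlation the adjusted p = 0.0112, 0.0147, 0.0154, 0.0112, 0.0175, 0.0572 and 0.0572 in the same order, so that glycolysis is then lost. Fatty acid oxidation lost its call without genes whose RNA rose over 8-fold, with a shift of 0.59. With the day 5 part of the day 0 RPF signal subtracted, adipogenic genes lay below other genes, by a median shift of -0.16. That part was set from the genes whose RNA rose most, among them Fabp4 and Plin1 of this list. The turn is therefore partly built in and does not decide between the lineages.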

The extracellular matrix related GOs were within the most down-regulated terms, indicating the involvement of translational control in the different cellular matrix between these two systems.

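Of 55 extracellular matrix genes, 13 had a smaller Eff change in brown than in white cells and 3 a larger one (16 and 3 when adjusted over the list alone). Col3a1, a chain of type III collagen, differed by -1.41 (SE 0.16, adjusted p = 1.75e-05), Col1a1 by -1.08 ± 0.24 and Col4a1, of basement membranes, by -1.07 ± 0.24 (SE). RPF and RNA went the same way and further. In RPF 39 genes had a smaller change in brown cells and none a larger one (43 and 0 when adjusted over the list alone), with Col3a1 at -3.51 ± 0.12. In RNA 35 had a smaller change and 2 a larger one (36 and 3 when adjusted over the list alone), with Col15a1, a collagen of basement membranes, at -2.42 ± 0.11 and the protease Mmp2 at -1.98 ± 0.12. The medians of the list were -0.52 in Eff, -1.05 in RPF and -0.63 in RNA, against 0.09, 0.21 and 0.08 for other genes. Within lineages, 50 of the 55 fell in brown RPF and 1 rose (50 and 1 when adjusted over the list alone), and 36 fell and 14 rose in white RPF (36 and 14 when adjusted over the list alone). Camera gave an adjusted p = 3.63e-06 for the difference in Eff, 2.49e-21 in RPF and 1.00e-14 in RNA. With an estimated correlation these were an adjusted p = 0.0568, 0.0220 and 0.0253, so that the call in Eff is then lost.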

Due to the small number of replicates (duplicates) in this study, our conclusions based on the high throughput analysis may be biased by some sample. To provide experimental evidence supporting our conclusion, we chose two mitochondria genes Acad9 (Acyl-CoA Dehydrogenase Family Member 9) and Ndufa1 (NADH:Ubiquinone Oxidoreductase Subunit A1), and performed Real-time PCR and Western to examine their mRNA and protein changes during brown and white adipogenesis. 

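Acad9 is an acyl-CoA dehydrogenase that also helps to assemble complex I, and Ndufa1 and Ndufaf1 are a subunit and an assembly factor of complex I. In brown cells Acad9 went from an RPF level of 23.0 ± 4.79 to 100.5 ± 9.94 RPKM (SD, n = 2 libraries), and in white cells from 38.4 ± 7.69 to 71.6 ± 3.56. Its RNA went from 18.3 ± 0.811 to 44.8 ± 2.06 in brown and from 17.9 ± 0.0576 to 42.5 ± 0.648 in white cells. On the log2 scale Acad9 changed in RPF by 2.14 ± 0.22 in brown and 0.91 ± 0.22 in white cells (SE), Ndufa1 by 4.33 ± 0.12 and 1.75 ± 0.12, and Ndufaf1 by 3.98 ± 0.18 and 1.60 ± 0.18. In RNA the changes were 1.29 ± 0.09 and 1.25 ± 0.09 for Acad9, 3.34 ± 0.13 and 2.79 ± 0.13 for Ndufa1, and 2.12 ± 0.16 and 1.89 ± 0.16 for Ndufaf1. Tested as an interaction in limma, the lineages differed in RPF by 1.23 (SE 0.30, adjusted p = 0.00920) for Acad9, 2.57 (SE 0.17, adjusted p = 1.80e-06) for Ndufa1 and 2.38 (SE 0.26, adjusted p = 5.07e-05) for Ndufaf1. In RNA they differed by 0.04 (SE 0.13, adjusted p = 0.831), 0.55 (SE 0.19, adjusted p = 0.0373) and 0.22 (SE 0.22, adjusted p = 0.458). For Ndufa1 this call in RNA was lost without the trend, with median-of-ratios scaling, and when any single RNA library of the cultures was left out, except the second of brown cells at day 0. Most of the RPF difference lay at day 0, where the brown RPF libraries were the shallowest of the set. Ndufa1 had 103 ± 7.92 RPKM in brown and 389 ± 50.8 in white preadipocytes, and at day 5 2062 ± 115 and 1311 ± 135.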

Based on ribosome profiling and and RNA-seq data, their mRNA FCs should increase similarly during both brown and white adipogenesis, but their RFP FCs were induced more significantly during brown adipogenesis (Supplemental File1). The real-time PCR analysis showed that Acad9 mRNA was increased by ~6 fold during brown and white adipogenesis, and its expression level was similar in mature brown and white adipocytes (D5)(Fig. 2R). In contrast, although the protein level of Acad9 examined by Western exhibited a significant increase during both brown and white adipogenesis, it reached a higher level in brown adipocytes than in white adiopocytes (Fig. 2S), suggesting a higher translational efficiency in brown adipocytes. Consistent with the prediction based on our transcriptome and translatome analysis, our experimental evidence suggests that the conclusions drawn from our high-throughput analysis can reflect the translational difference between brown and white adipogenesis at least for a set of genes involved in mitochondria functions.

### Translational control contributes to the total translational difference between BAT and WAT

Before assessing the contribution of translational control to the molecular divergence between BAT and WAT, we tested whether the RPF FCs can faithfully reflect the protein FCs by directly quantifying protein abundance with ITRAC (isobaric tags for relative and absolute quantification). As expected, GESA reveals significant up-regulation of oxidative phosphorylation and mitochondrion GO (Figure S4A,B). In addition, we compared the regulated pathways based on the FCs of RPF, RNA and proteins and found that they shared many pathways related to the distinct feature between BAT and WAT (Figure S4C). To determine the contribution of RPF and RNA to protein difference between BAT and WAT, we examined the correlation between protein FCs and RFP FCs, and protein FCs and RNA FCs (Figure S4D,E). Both RPF FCs and RNA FCs correlated well with protein FCs (R^2^ = 0.5, R^2^ = 0.51).

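Proteins that stand out in BAT by mass spectrometry were mostly higher there in RPF and RNA too. The paper's table of protein ratios was held only in part here, as its 100 highest ratios, of which 58 match a gene tested. Of these 58, 57 were higher in BAT in RPF and 57 in RNA, and 12 were higher in Eff. Hadhb, the beta subunit of the trifunctional protein of fatty acid oxidation, was among the genes highest in BAT, with a log2 FC of 3.96 ± 0.17 in RPF and 3.89 ± 0.10 in RNA (SE, n = 2 pools per tissue). With only the top of the protein ratios alone, no correlation comparable to that of the whole table can be given.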

To determine the role of translational control in the lineage difference between BAT and WAT, we first examined the distribution of RNA FCs and RPF FCs between BAT and WAT (Fig. 3A). 

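Some genes of mitochondria were much higher in BAT than in eWAT. Letmd1, a mitochondrial protein of brown fat, had a log2 RPF FC of 4.38 ± 0.20 and RNA FC of 3.95 ± 0.10 (SE, n = 2 pools per tissue), and Gpd2, the mitochondrial glycerol phosphate dehydrogenase, 3.69 ± 0.23 in RPF. Angiotensinogen (Agt) was lower in BAT, with -3.51 ± 0.18 in RPF and -5.14 ± 0.18 in RNA, as were thrombomodulin (Thbd), of vessel walls, with -3.36 ± 0.22 and the matrix protein thrombospondin (Thbs1) with -3.67 ± 0.33 and -4.16 ± 0.14. Of 5035 genes, 586 were higher and 1416 lower in BAT RPF, and 960 higher and 2526 lower in RNA. The excess of lower genes depends on scaling: median-of-ratios scaling gave 870 and 824 in RPF, and quantile scaling 1744 and 1596 in RNA. In Eff 157 were higher and 47 lower. Without the second RNA library of eWAT the Eff total dropped from 204 to 111 genes. The SD of log2 FCs was 0.883 in RPF and 0.970 in RNA, and the Kolmogorov-Smirnov distance of the distributions was 0.0328 (permutation p = 3e-05).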

We observed no significant difference, suggesting that mRNA levels were the major contributor to RPF changes. Moreover, RPF FC and RNA FCs showed a clear positive correlation with a R^2^ of 0.79 (Fig. 3B), while the RPF FC didn’t correlate with Eff FCs (Fig. 3C), suggesting that the change at RNA level is the predominant contributor to the RPF difference between BAT and WAT.

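RPF and RNA differences between the tissues ran close together for mitochondrial enzymes. Acaa2 had a log2 FC of 3.95 ± 0.16 in RPF and 4.07 ± 0.07 in RNA (SE), and Sucla2 3.56 ± 0.13 and 3.83 ± 0.12. At the other end Lox, which crosslinks collagen, had -1.89 ± 0.13 and -1.40 ± 0.13, and Fn1 (fibronectin) -1.86 ± 0.12 and -3.07 ± 0.13. Across genes the squared correlation of RPF FC with RNA FC was 0.791 with a slope of 0.809, and that of RPF FC with Eff FC was 0.00212. Without the second RPF library of BAT the latter was 0.0279. From the strong relation of RPF with RNA and the lack of such a relation with Eff, the paper proposes that RNA is the main source of the RPF differences between BAT and WAT (Fig. 3B,C).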

**Figure 3:**
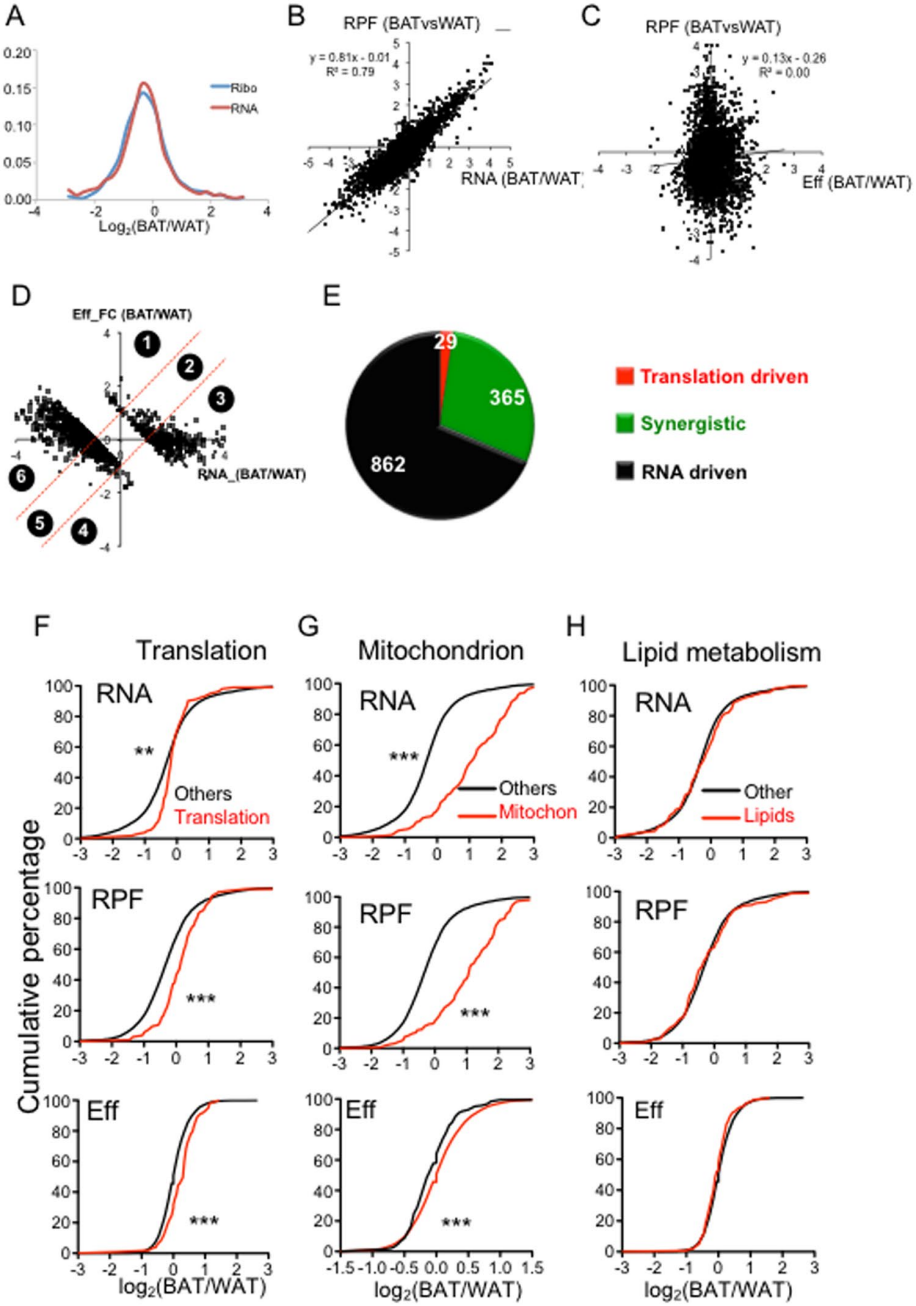
Comparison of the translational profiles between BAT vs WAT. (**A**) The distribution of RPF-FCs and RNA-FCs between BAT vs WAT. (**B**) Correlation between RPF-FC and RNA-FC in BAT vs. WAT. (**C**) Correlation between RPF-FCs and Eff-FCs in BAT vs. WAT. (**D**) Based on the relative contribution of mRNA-FCs vs Eff-FCs to the total translation FCs, genes with ≥2 fold RPF changes between BAT vs WAT were classified into 6 groups. Genes with higher and lower RFP in BAT comprise Group 1–3 and Group 4–6, respectively. (**G**) Pie chart to show the composition of each group. Genes were classified into three types: translation driven, synergistic (driven by both RNA and translation), and RNA driven. (**F**) The cumulative fraction curves of RNA- (upper), RPF- (middle) and Efficiency-(lower) FCs between BAT and WAT. The red and blue lines represent the gene population involved in translation and the total gene population, respectively. (**G**,**H**) Similar to H. The red line represents the genes involved in (**G**) mitochondrion and (**H**) lipid metabolism. *Represents P value < 0.05; **represents P value < 0.01; ***represents P value < 0.001 (Kolmogorov–Smirnov test).

As described in the adipogenesis analyses, we classified genes with RPF FC ≥ 2 according to the relative contribution from Eff and RNA. 

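The genes that differed at least 2-fold in RPF between the tissues numbered 1196, of which 382 were higher and 814 lower in BAT. In 28 of them (2.34 percent) the difference lay mainly in Eff. Of these, 17 were higher in BAT, among them Rpl11, of the large ribosomal subunit, with log2 FCs of 1.17 in RPF, -0.25 in RNA and 1.42 in Eff, and 11 lower, such as Eif5, an initiation factor, with -1.36 in RPF, 0.36 in RNA and -1.72 in Eff. In 339 genes (28.3 percent) RNA and Eff both contributed, 79 higher and 260 lower. Atp5g2, a ring subunit of ATP synthase, was among these, with 1.87 in RPF, 0.88 in RNA and 0.99 in Eff. The other 829 followed RNA, among them Hspa9, with a log2 FC of 1.99 in RNA. Without the second RPF library of BAT, 54 genes in place of 28 differed mainly in Eff.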

Although a small fraction of genes (2.3%) were driven by translational change alone, 29.1% genes were synergistically driven by both RNA and Eff changes (BAT/WAT) (Fig. 3E). GO analysis revealed a significant enrichment of translation/ribosome GO in group 1 and mitochondrion GO in group 2, suggesting that genes involved in these terms were more active in translation in BAT (Table 3). 

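Cytosolic ribosomal proteins had a higher Eff in BAT than in eWAT. Of 76, 26 were higher and 1 lower in Eff (45 and 1 when adjusted over the list alone). Rpl11 had a log2 Eff difference of 1.42 (SE 0.12, adjusted p = 2.22e-06), Rpl9 1.16 ± 0.13, Rps2 1.41 ± 0.16 and Rps9 1.12 ± 0.13 (SE, n = 2 pools per tissue). The 17 genes higher mainly through Eff held 3 of 76 (chance 0.257) ribosomal proteins, namely Rpl11, Rps2 and Rpl27a, the last named after its value was seen, and 3 of 101 (chance 0.341) genes of the paper's translation list (Fisher's exact test, adjusted p = 0.0425 and 0.0478). The 79 genes higher through RNA and Eff held 14 of 185 (chance 2.90) genes of the mitochondrion list, 6 of 47 (chance 0.737) mitochondrial ribosomal proteins and 3 of 22 (chance 0.345) genes of mitochondrial import and folding (Fisher's exact test, adjusted p = 1.68e-05, 8.72e-04 and 0.0339). Camera for the Eff of ribosomal proteins gave an adjusted p = 8.03e-29, and an adjusted p = 0.00286 with an estimated correlation. Matrix genes also had more Eff in BAT, while their RNA was lower: 22 of 55 were higher and none lower (33 and 1 when adjusted over the list alone), with Col5a1 at 1.42 ± 0.17 and Thbs2 (thrombospondin 2) at 1.33 ± 0.20 (camera, adjusted p = 8.50e-22, and adjusted p = 0.00286 with an estimated correlation). Markers of preadipocytes and fibroblasts moved with them, 2 of 11 higher and none lower in Eff (8 and 0 when adjusted over the list alone), with Gsn at 1.18 ± 0.12 and Dpt (dermatopontin) at 0.82 ± 0.19. Dpt lost its call without any of 5 single libraries of the tissues and with array weights, and Thbs2 with only the groups compared in the fit. Camera gave them an adjusted p = 3.87e-07, and an adjusted p = 0.0128 with an estimated correlation.

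**Figure D3:**
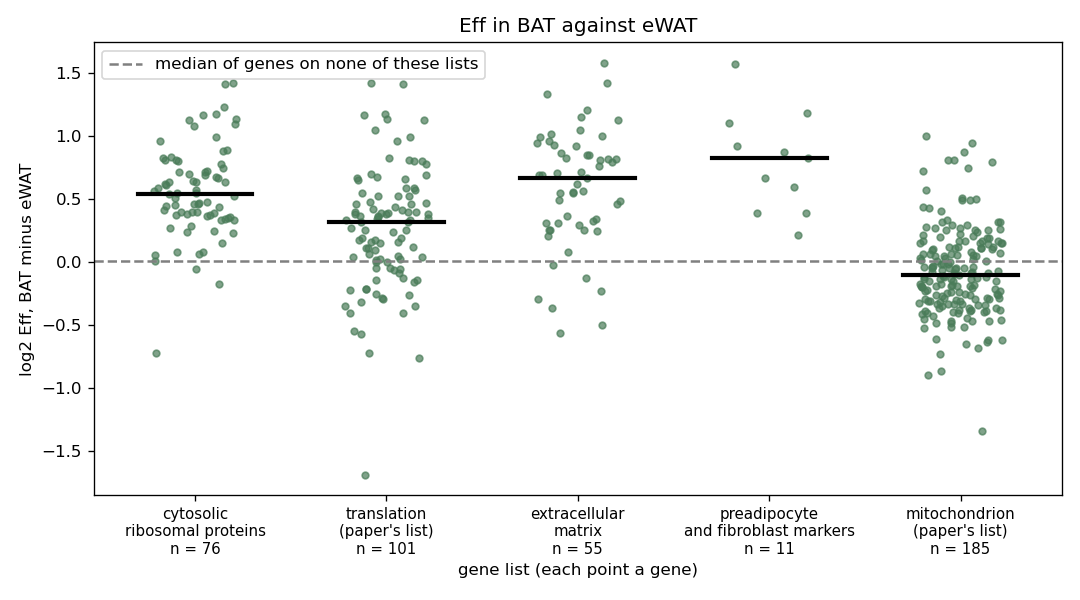
Log2 Eff in BAT minus eWAT for each tested gene of 5 lists. Each point is a gene, dark lines mark the median of a list, and the dashed line marks the median of all other genes. Cytosolic ribosomal protein and extracellular matrix genes lie mostly above the dashed line.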

To systematically test this observation, we extracted all genes from two GOs as well as lipid metabolism pathways and plotted their cumulative distribution curves in comparison to all other genes. 

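Mitochondrial genes differed between the tissues through RNA and RPF. Idh3b had a log2 RPF FC of 3.16 ± 0.12 (SE) and Suclg1, of the citric acid cycle, an RNA FC of 3.57 ± 0.09 and an Eff difference of -0.69 ± 0.18, whose call was lost when any of 11 single libraries was left out. Relative to other genes the median of the mitochondrion list was higher by 1.45 in RPF and 1.47 in RNA (permutation p = 1e-05 each), and its Eff fell by 0.12 (D = 0.159, permutation p = 1.50e-04, adjusted p = 4.05e-04). In single genes 4 were higher and 2 lower in Eff (4 and 2 when adjusted over the list alone), such as Pck2, the mitochondrial PEP carboxykinase, with 0.87 ± 0.19 and Atp5j, of ATP synthase, with -1.34 ± 0.24. Pck2 lost its call without the second RNA library of eWAT and with only the groups compared in the fit. Camera gave an adjusted p = 0.0188 for the lower Eff, and an adjusted p = 0.200 with an estimated correlation. The translation list was higher by 0.49 in RPF, 0.13 in RNA and 0.29 in Eff (permutation p = 3.00e-05, adjusted p = 9.53e-05 for RNA, and permutation p = 1e-05 for RPF and Eff). In Eff 17 of 101 genes were higher and 2 lower (30 and 3 when adjusted over the list alone), and camera gave an adjusted p = 3.87e-07, and an adjusted p = 0.0128 with an estimated correlation. With members of other tested lists left out, the shifts of the 36 genes that remain were 0.13 in RPF, 0.11 in RNA and 0.04 in Eff, and no call was left.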

The curves representing genes related to translation and mitochondria GOs shifted to the right side compared with other genes at RNA, RPF and Eff levels, indicating that the genes in these pathways tend to be more actively transcribed and translated (Fig. 3F,G). In contrast, lipid metabolic genes show no significant difference from other genes (Fig. 3H).

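Lipid genes went both ways between BAT and eWAT. Acadvl was higher in BAT, with a log2 RPF FC of 3.49 ± 0.12 (SE), as was Ndufab1, the acyl carrier protein of mitochondria, with 2.43 ± 0.11. Cav1 (caveolin 1) was lower, with -2.10 ± 0.10, and annexin A1 (Anxa1) was lower in RNA, with -3.07 ± 0.10, and higher in Eff, with 1.13 ± 0.15. The median of the 158 genes tested differed from that of other genes by -0.07 in RPF (permutation p = 0.261, adjusted p = 0.293, mean difference 0.05), 0.09 in RNA (permutation p = 0.0730, adjusted p = 0.0938) and -0.08 in Eff (permutation p = 0.0275, adjusted p = 0.0371). In Eff 3 genes were higher and 3 lower in BAT (3 and 3 when adjusted over the list alone), and the shift no longer passed when any of 4 single libraries was left out.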

**Table 3:** Classification of genes with differential total translation between BAT vs WAT and their associated GOs.

Gene sets	1	2	3	4	5	6
Category	Translation driven	Synergistic	RNA driven	Translation driven	Synergistic	RNA driven
Number	19	88	288	10	277	574
GO_BP	Translation	Transmembrane transport; cell-cell signalling	Electron transport; oxidation reduction	N.A	Cytoskeleton metabolic process	Cell adhesion; inflammatory response
GO_CC	Ribosome	Mitochondrion; ribosome	Mitochondrion	N.A	Golgi apparatus part	Extracellular region

### The total translation of microRNAs’ targets is repressed in both WAT and BAT

microRNAs are endogenous small non-coding RNAs that can bind to its mRNA targets and result in RNA decay or translational repression^32–34^. We suspected that the regulatory interaction microRNAs and its mRNA targets might partially account for the differential gene expression in BAT and WAT. To address this possibility, we plotted the cumulative fraction curves for the expression of each microRNA’s conserved targets and non-targets to calculate the P value for their distribution within each tissue. Conserved microRNAs target lists for each microRNA were derived from TargetScan^35^. Since microRNAs in the same family harbor the same seed sequences and therefore target the same set of mRNAs, we considered different members in a microRNA family as one microRNA to reduce the redundancy. 219 conserved microRNAs were included in this assay. For example, the targets of miR-203 significantly shift to the downwards in RPF and RNA plots (Figure S5A,B,), indicating that its targets, in comparison with non-targets, were repressed in BAT. We observed no significant change at the Eff levels (Figure S5C). Thus, the repression of miR-203 targets was mainly due to reduced RNA levels. For each microRNA, we plotted the P value from targets vs. non-targets distribution, and the ratio of average expression between targets vs. non-targets. In both BAT and WAT, the majority of microRNAs exert a repressive influence on their targets at the RNA and RPF levels (Fig. 4A,B,D,E), but not at the translational level (Eff) (Fig. 4C,F).

### Most miRNAs repress targets more in BAT than in WAT

To compare the repressive effect of each microRNA in BAT and WAT, we plotted their cumulative curves of the ratio between targets vs non-targets at RPF, RNA and Eff levels (Fig. 4G,H,I). The BAT curves were appreciably shifted towards the left by all three metrics. Thus, the repressive extent of microRNAs is stronger in BAT than WAT. Quantitatively, 70.5% and 77.0% microRNAs show stronger repression in BAT at RNA and Eff, respectively (Figure S4D)

From another perspective, we examined the microRNA binding sites distribution across mRNAs that were ranked by their FCs between BAT and WAT. 

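The relation between microRNA sites and the tissue differences was weaker in RPF and RNA when genes of mitochondria and translation were left out, and was not weaker in Eff. The numbers of conserved sites per gene were taken from the paper's binned tables and joined to genes through their fold changes, for 3198 of 3523 values in RPF, 3231 in RNA and 3236 in Eff. The median gene had 5 sites. Across genes Spearman's correlation of the number of sites with the log2 FC (BAT over eWAT) was -0.0893 in RPF and -0.0939 in Eff (permutation p = 1e-05 each, adjusted p = 1.80e-05 over 9 tests) and -0.0355 in RNA (permutation p = 0.0431, adjusted p = 0.0485). Over the 12 bins of the paper the squared correlation was 0.318 in RPF, 0.0272 in RNA and 0.600 in Eff. In the lowest bin of Eff a gene had 10.5 sites on average and in the highest 8.25. Without the genes of the mitochondrion and translation lists the correlation was -0.0540 in RPF (permutation p = 0.003), -0.0042 in RNA (permutation p = 0.817) and -0.0961 in Eff (permutation p = 1e-05). Given the mean RNA level of a gene it was -0.0451 in RPF, 0.0167 in RNA and -0.111 in Eff. Genes are not independent replicates, so these p describe the genes in these libraries.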

Interestingly, genes with lower RPF FCs and Eff FCs tend to harbors more microRNA binding sites (Fig. 4J,L), but this trend was not observed with RNA FCs (Fig. 4K), supporting that genes with lower translational efficiency in BAT might be due to their interactions with more microRNAs.

We have analyzed the regulatory interactions of each microRNA in BAT and WAT separately, and have employed the ratio between targets and non-targets to evaluate the extent of target repression within each tissue (Fig. 4G,H,I). Next, we directly compared microRNA targets’ expression in BAT and in WAT by plotting the cumulative curves of the FCs between BAT and WAT at RPF, RNA and Eff levels. For example, the curves representing miR-203’s targets shifted to the left relative to non-target curve at RPF (Fig. 4M) and Eff (Fig. 4O) levels but not RNA level (Fig. 4N), indicating that the translational Effs of miR-203’s target genes were lower in BAT than in WAT.

To examine the repressive effect of each microRNA in different depots, we calculated the FCs of targets (or non-targets) between BAT and WAT as well as the P value from targets vs. non-targets distribution comparison for each microRNA. The difference in the FC of targets (BAT/WAT) and the FC of non-targets (BAT/WAT), was plotted against P value of each microRNA (Fig. 4P,Q). For most of microRNAs with significant P-values, their target genes were more repressed than non-target genes in BAT at the translational level (Fig. 4P) and RNA levels (Fig. 4Q). Taken together, our studies demonstrate that microRNA targets were repressed to a greater extent in BAT than in WAT which suggests that microRNAs are more active in BAT. Consistent with this conclusion, others and our group have genetically deleted key components in microRNA biogenesis such as Dicer^25^ or Dgcr8^26^ in adipose and the microRNA-depleted BAT manifests WAT-like phenotypes including an enlarged organ mass, a pale colour, bigger lipid-droplets, and decreased expression of BAT markers.

**Figure 4:**
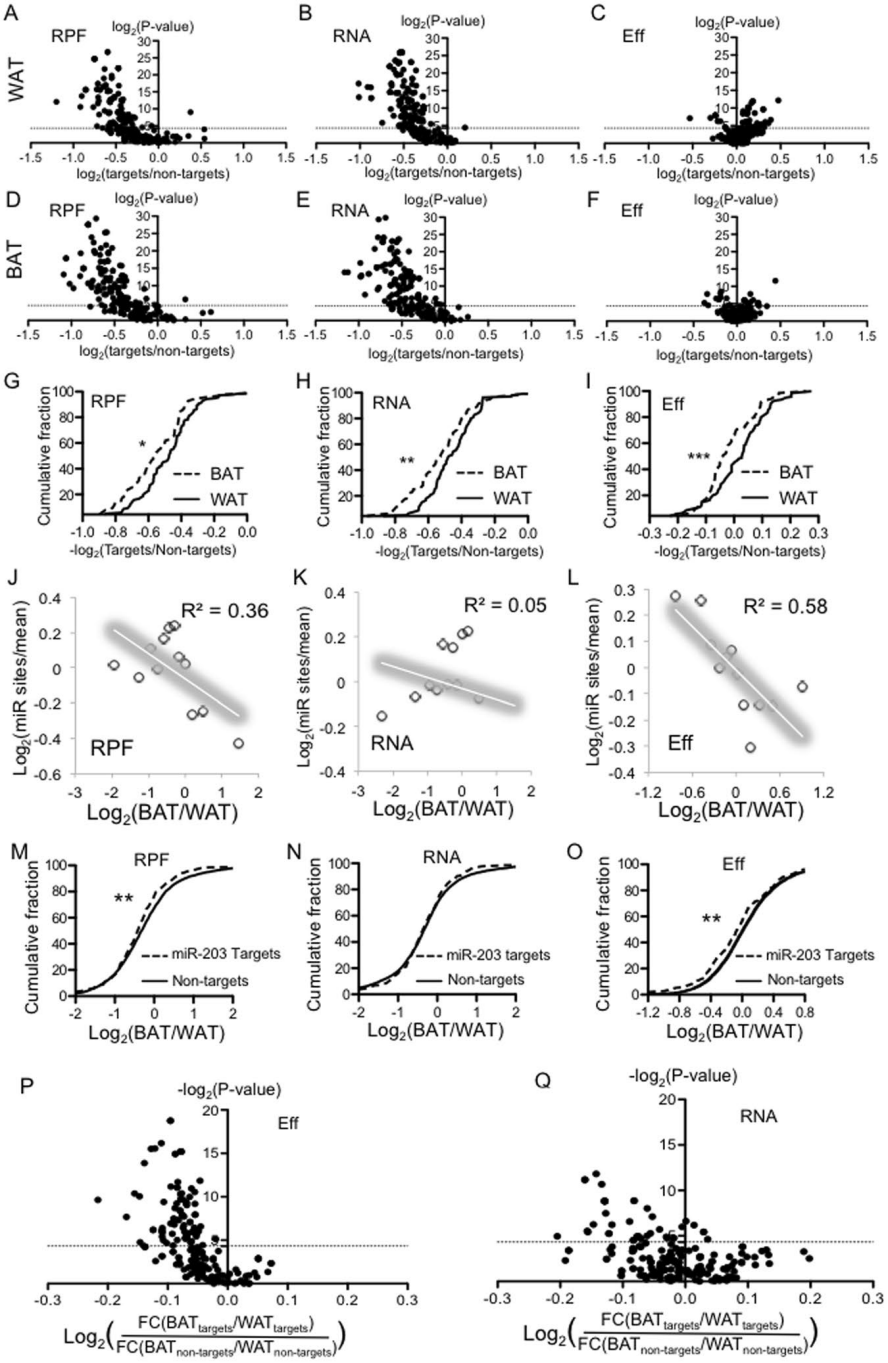
microRNAs contribute to the differential translation between BAT and WAT. (**A**–**C**) For each microRNA, P values for the cumulative distribution of its target vs. non-targets expression were calculated by KS test. An example is illustrated in Fig. 4SA–C. The P values were plotted (y-axis) againt the FCs of targets’ mean value vs. non-targets’ mean value (x-axis). (**A**) Based on RPF; (**B**) Based on RNA expression; (**C**) based on translational efficiency. (**A**–**C**) Were derived from WAT data. (**D**–**F**) Similar to A–C, but were decrived from BAT data. (**G**–**I**) Comparision of the target repression in BAT vs WAT at (**G**) RPF, (**H**) RNA and (**I**) Eff level. For microRNAs whose targets are signficantly repressed in WAT or BAT in term of total translational output (RPF), the ratio of targets’ mean value vs non-targets’ mean value were calculated. The culmulative curves of these ratios (target/non-target) in BAT and WAT were plotted. (**J**–**L**) MicroRNA binding sites distribution in mRNAs binned according to their expression ratios between BAT and WAT. (**J**) Based on RPF (**K**) based on RNA and (**L**) based on Eff. Data points were fit into a linear model. (**M**–**O**) The FCs in BAT vs WAT for each mRNA was calcuated. (**M**) Was based on RFP, (**N**) based on RNA, (**O**) based on Eff. The culmulative curves for miR-203 targets’ FCs and non-targets’ FCs were plotted. KS test was used to calculated P value. (**P**,**Q**) As decribed in M, the KS test P values for the differential distribution between targets vs. non-targets were calculated for each microRNA. The P values were plotted as y-axis. For each microRNA, the FCs of targets (or non-targets) between BAT and WAT were calculated. The ratios between FC of targets and FC of non-targets were plotted as the value in x-axis. (**P**) is based on Eff and (**Q**) is based on RNA. *Represents P value < 0.05; **represents P value < 0.01; ***represents P value < 0.001 (Kolmogorov–Smirnov test).

In present study, we have provided an integrative view of translatome by ribosome-profiling and transcriptome by RNA-seq during lineage-specific adipogenesis and between different depots. Our comparative analyses reveal a preferentially enhanced translation efficiency of mitochondria genes during brown adipogenesis and in BAT compared with WAT. Through systemic analysis of microRNAs’ regulatory interactions, we conclude that the targets of most microRNAs tend to have lower translational efficiency in BAT and microRNAs’ regulatory interaction can make important contribution to the differential translational profile between BAT and WAT. However, some of these conclusions may be biased by the small number of our replicates (duplicates) and the full validity of these conclusions will require further investigation.

## Methods

### Animal

C57BL6 mice were purchased from InVivos and subsequently hosted at the animal vivarium at DUKE-NUS Medical School. All animal experimental protocols were approved by the Singapore SingHealth Research Facilities Institutional Animal Care and Use Committee (2016/SHS/1179). All methods were performed in accordance with the relevant guidelines and regulations.

### RNA-seq, ribosome profiling and Itraq for adipose tissue

6 male mice were sacrificed at 6-weeks old to harvest their interscapular brown adipose tissue (BAT) and epididymal white adipose tissue (WAT). Tissues from 3 mice were pooled together as one replicate. Tissues were minced into small pieces and separated into 3 shares for RNA-seq, iTRAQ mass spec and ribosome profiling.

For RNA-seq, total RNAs were extracted with miRNeasy Mini Kit (Qiagen) and RNA libraries were prepared with NEBNext® Ultra™ RNA Library Prep Kit for Illumina (E7530S). RNA-seq was performed at the Illumina HiSeq2000 platform in BGI.

For iTRAQ mass spec, brown or white adipose tissue was homogenized by MagNA lyser (Roche) in 1.5 ml RIPA buffer RIPA buffer (50 mM Tris-HCl, pH 7.4, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, 150 mM NaCl, 2 mM EDTA, 50 mM NaF) supplemented with Proteinase inhibitors. Tissue lysates were incubated on ice for 10 minutes and centrifuged in a benchtop centrifuge at 12000 rpm for 10 minutes at 4 °C. The fat layer on top was removed and the clear supernatant was collected without disturbing the pellet on the bottom. iTRAQ was performed in Beijing Genomics Institute (BGI).

For ribosome profiling, brown or white adipose tissue were homogenized with pestle and mortar in the presence of liquid nitrogen. The homogenized powder was transferred into 1.5 ml tubes and lysed with 1 ml lysis buffer (1% NP-40, 200 mM KOAc, 25 mM K-HEPES pH 7.2, 14 mM MgCl, and 4 mM CaCl_2_). Samples were incubated on ice for 5 minutes and centrifuged at 9,000 g in a benchtop centrifuge at 4 °C for 10 minutes. The fat layer on top was removed and the 300 ul supernatant was collected. Following steps were conducted according to a published protocol^36^.

### Cell culture

Primary brown and white adipocyte cultures were conducted as described in earlier studies^13, 21, 28^. Briefly, for each batch of cell culture, 6–8 C57BL/6 mice (2–3 weeks old) were sacrificed to harvest interscapular BAT and inguinal WAT. Tissues were minced with scissors and digested in 0.2% collagenase (Sigma). Stromal vascular fraction cells were collected by centrifugation, red blood cells were lysed with NH_4_Cl (1 M) and then the SVF was filtered through a 40 um membrane. SVF cells isolated from both BAT and WAT were cultured to confluence in 4 × 35 mm dishes in DMEM with 10% new-born calf serum and induced to differentiate for 2 days with DMEM containing 10% fetal bovine serum, 850 nM insulin (Sigma), 0.5 uM dexamethasone (Sigma), 250 uM 3-isobutyl-1-methylxanthine, phosphodiesterase inhibitor (IBMX, Sigma), 1 uM Rosiglitazone (Cayman Chemical). The induction medium was replaced with DMEMcontaining 10% FBS and 160 nM insulin for 2 days. Then cells were incubated in DMEM with 10% FBS for another day.

### RNA-seq, ribosome profiling for cell cultures

Brown and white adipocytes were cultured to Day 5 as described above. Cell at day 0 (preadipocytes) and mature adipocytes at day 5 were washed with PBS and harvested for RNA-seq and ribosome profiling as described in earlier study^36^.

### Western Blot

For western blot analyses, cells were lysed in radioimmunoprecipitation assay (RIPA) buffer (0.5% NP-40, 0.1% SDS, 150 mM NaCl, 50 mM Tris-Cl at pH 7.5). Proteins were separated by SDS-polyacrylamide gel electrophoresis, transferred to a nitrocellulose membrane (Millipore) and probed with anti-Ndufaf1, anti-Acad9 antibodies (Proteintech) and beta-tubulin (Cell Signaling).

### Data analysis

A consensus reference transcriptome for all datasets was first generated by using all RNA-seq experiments as input into Tophat and Cufflinks^37^, then selecting the most abundant isoform. Ribosome profiling and RNA-seq reads were mapped to the reference transcriptome using Bowtie and allowing one mapped site per read and no mismatches^38^. The translation or mRNA level of a gene was defined as the density of reads, in reads per kilobase of coding sequence per million mapped reads. Translational efficiency was defined as the RPKM for ribosome footprinting divided by the RPKM for RNA-seq. The single-site position of a read was defined at 14 nt beyond the 5′ end of the read.

### Statistics

For gene ontology analysis, categories were generated as described in Results and statistical significance determined using the hypergeometric test (p-value cutoff of 0.05). Kolmogorov–Smirnov test was used to determine the statistic difference between the cumulative curves of two gene populations. All experiments were performed in accordance with relevant guidelines and regulations.

### Data Availability

Data ﻿can be accessed at GSE89108.

## Electronic supplementary material

Supplementary Information

dataset 1

dataset 2

dataset 3

dataset 4

dataset 5

dataset 6

dataset 7

dataset 8

dataset 9

dataset 10

dataset 11

dataset 12

How the deposited data were processed for this re-analysis (not part of the article)

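Ribosome-protected fragments (RPF) and RNA were sequenced from primary brown and white cultures at day 0 and day 5 and from BAT and eWAT, with 2 libraries in each of 12 groups, 24 in all. The authors trimmed reads with cutadapt 1.8.3 and mapped them with Bowtie 1.0.0 and TopHat2 2.0.9, per the sample descriptions. The authors deposited a table of RPKM over the coding sequence, which holds the values used here, and the reads themselves were not analysed here. The paper's supplementary tables hold log2 fold changes that the authors rounded in part. The genome build is not stated for the table, and no coordinates are given.

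The deposited RPKM values were used as they stand, with the scaling of the authors. The 5035 genes with a value in all 24 libraries were kept. The other genes with values were left out, since most of those compared did not equal the paper's values in every library. RPF and RNA were each fitted over 12 libraries with limma 3.58.1 in R 4.3.3, on log2 RPKM without a pseudocount and with a trend in the prior variance. Eff, the ratio of RPF to RNA RPKM, was tested as the interaction of assay and group over 24 libraries. There were 6 comparisons per assay: day 5 against day 0 in each lineage, brown against white at each day, the difference of the day 5 changes, and BAT against eWAT. Genes passed at an adjusted p (Benjamini and Hochberg) under 0.05. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, for lists of at least 5 genes.

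Fold changes for spread, relations and classes are the log2 ratio of the means of duplicates. A gene entered a class at an RPF change of at least 4-fold in cultures and 2-fold in tissues, with a limit of 1 between classes. Kolmogorov-Smirnov tests used 100000 shuffles of gene labels and were adjusted over 54 tests. Fisher's exact test set lists against classes among all genes used, adjusted over the lists within each class and direction. Correlations with microRNA sites were adjusted over 9 tests. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

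Reads per gene were recovered from RPKM and coding length and served for the depth of each library and for voom. The fits were tested on simulated data with the depth and spread of these libraries. Genes are named by a rule set beforehand: genes the paper names, the 5 highest and 5 lowest per comparison, and up to 4 members of a list with the smallest adjusted p. Some values in the paper's supplementary tables were seen before this rule was written. Genes outside the rule are marked as named after their values were seen. Results for some genes that the rule names are not reported here.

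Alternatives covered the pseudocount, a minimum mean of 5, other scalings, a replicate block, each library left out, the groups of a comparison alone, weights per assay, no trend, rounding, class limits, list overlap, and subtraction of day 5 signal from day 0 RPF. Voom, a minimum of 10 reads and thinned RPF reads were added after values had been seen. The alternative with genes that have a value in the libraries of a comparison only could not be run, because most such genes compared did not match the paper's values. Target lists of single microRNAs, the mass spectra and the whole protein table were not used here.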

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

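The test with thinned reads was chosen after values had been seen, and the others in this part were planned. Adipocyte genes rose less in RPF than in RNA during white adipogenesis. For the 50 genes whose white RNA rose most, such as Plin1 and Adipoq, the median RPF level at day 0 was 0.0995 of that at day 5, and the RNA level 0.0240, a ratio of 4.14. A share of day 5 reads in the day 0 white RPF libraries is a candidate explanation and predicted a nearly constant RPF ratio. The quartiles of the RPF ratio were 0.0822 and 0.124, and its full range was 0.0339 to 2.23. The genes were picked for their rise in RNA, which by itself favours low RNA ratios. For the 50 genes whose brown RNA rose most, the RPF median was 0.0507 and the RNA median 0.0318, a ratio of 1.595. Adipocytes already present in the dishes used for RPF, which the RNA dishes lacked, could give the same values, and this was not tested.

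The Eff of mitochondrial genes fell in white adipogenesis relative to other genes. After 8.00 percent of day 5 RPF was subtracted from day 0 RPF, the median shift of the mitochondrion list was -0.0826 on the log2 scale. The share was set from the gap between RPF and RNA in the genes whose RNA rose most, in these same libraries. Subtracting it raises the RPF change most where RPF rose most, which would hide a real lag in translation too. The result therefore cannot tell whether the lower Eff in white cells comes from the day 0 RPF values. A lineage difference in translation stays open as the biological explanation, since the lineage difference in Eff was still 0.34 for the list after the subtraction.

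RPF changes spread more widely than RNA changes in brown adipogenesis. With the noise between duplicates removed from RPF, its SD still exceeded that of RNA by 0.120, which argues against noise as the whole cause. With all RPF libraries thinned to the depth of the shallowest brown library, the white RPF SD minus RNA SD was -0.215, so lower depth did not widen white RPF changes past RNA. In tissues the same thinning moved it from -0.0870 to 0.0177, so depth stays open as a part of the cause. Regulation of translation in brown adipogenesis stays open and was not tested otherwise.

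The paper does not test the change over adipogenesis as a difference between lineages gene by gene. In that test 1005 genes changed more upward and 568 less in brown RPF, 1086 and 689 in RNA, and 493 and 291 in Eff. The excess was lost or turned with median-of-ratios scaling in RPF (708 and 718) and RNA (822 and 955), and in Eff with quantile scaling (266 and 273) or the day 5 share subtracted (337 and 351). Relative to other genes the median Eff difference was 0.51 for the mitochondrion list, 0.71 for OXPHOS subunits, 0.82 for the citric acid cycle, 0.92 for fatty acid oxidation, 0.85 for adipogenic genes, 0.66 for glycolysis and -0.61 for the extracellular matrix. The value of adipogenic genes turned to -0.16 after the subtraction, fatty acid oxidation lost its call without genes whose RNA rose over 8-fold, and glycolysis and matrix lost theirs with an estimated correlation (adjusted p = 0.0572 and 0.0568).

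The paper gives no test between brown and white preadipocytes. At day 0, 1878 genes differed in RPF, 189 in RNA and 1670 in Eff. The SD of the log2 differences was 0.728 in RPF and 0.291 in RNA. Their squared correlation was 0.0142, against 0.312 at day 5. The brown RPF libraries of day 0 were also the shallowest. An offset of these RPF libraries therefore cannot be told apart from a lineage difference. It would enter every lineage difference in the RPF and Eff changes. The RNA count ran from 83 to 384 with 1 library left out and was 881 with only the groups compared in the fit, where RPF gave 1290. The RPF count was 1224 without the first white RPF library of day 0.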

How the results depend on the processing

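Voom, the minimum of 10 reads and the thinned reads were tests chosen after values had been seen. The other settings were chosen before the data were examined. The alternative with genes that have a value in the libraries of a comparison only was not run. With 2 libraries per group, other splits of the samples were not counted. Of 476 alternatives for gene counts 442 stayed within 1.5 times, of 372 for measures of fold changes 289 stayed within the spread of single replicates, and of 1385 for written lists 1365 kept their call and direction. Alternatives for the paper's lists used the tabulated Kolmogorov-Smirnov p in place of shuffles. Where a value below moved, the cause was not tested.

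Replicate numbers as a block gave 1293 higher and 1733 lower in brown RPF and 152 higher and 43 lower in tissue Eff. Deviations of equal replicate numbers correlated across genes at -0.0725 to 0.0187 in RPF and -0.333 to 0.355 in RNA over 15 pairs of groups, which shows no common pairing. Pairing is not excluded in tissues, where each pool was split between assays and equal numbers of BAT and eWAT gave 0.182 in RNA and -0.0725 in RPF.

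Median-of-ratios scaling moved the median of all genes in RPF by 0.14 in brown, 0.34 in white, 0.16 at day 0, 0.27 in tissues and -0.20 for the lineage difference. In RNA the shifts were 0.18, 0.30, 0.26 and -0.12, with -0.12 at day 5, and in Eff 0.16 at day 0. Splits of genes higher and lower with that scaling were 1155/1171 for white RPF, 807/885 for day 0 RPF, 870/824 for tissue RPF and 708/718 for the lineage difference in RPF. In RNA they were 1850/1834 in brown, 1840/2045 in white, 1269/1414 at day 5, 1472/1716 in tissues and 822/955 for the lineage difference. In Eff they were 151/197 at day 5 and 684/812 at day 0. Quantile scaling gave 1102/1223, 118/356, 785/910, 749/830 and 664/651 for RPF in white cells, at day 5, at day 0, in tissues and for the lineage difference. For RNA it gave 1281/1318 at day 5, 191/134 at day 0 and 1744/1596 in tissues, and for Eff 457/416 in white cells, 266/273 for the lineage difference and 745/802 at day 0. The balance of higher and lower genes therefore depends on scaling.

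At least 10 reads per library gave 1969 for RPF calls in brown, 0.706 for RPF-RNA R² in brown, 0.195 for RPF-Eff R² in brown and 58 for Eff-driven genes in brown. It also gave 151 for joint genes in brown, 347 for RNA-driven genes in brown, 195 for genes up in brown and 15.6 for the contribution in brown. It also gave -0.320 for the SD difference in white, 0.754 for RPF-RNA R² in white, 0.0310 for RPF-Eff R² in white and 3 for Eff-driven genes in white. It also gave 21 for joint genes in white, 124 for genes down in white, 0.338 for the contribution in white and 0.811 for RPF-RNA R² in tissues. It also gave 14 for Eff-driven genes in tissues, -18.6 for the contribution in tissues and 0.14 for the mitochondrion Eff shift in brown. Voom gave 1179 for RPF calls in day 5 lineages and 332 for RNA calls in day 0 lineages. Quantile scaling gave 325 for RNA calls in day 0 lineages. Groups of the comparison alone gave 881 for RNA calls in day 0 lineages, 560 for Eff calls in day 5 lineages and 102 for Eff calls in tissues. Weights per assay gave 222 for Eff calls in day 5 lineages. Mean of log2 values gave 0.162 for the SD difference in brown and 0.212 for RPF-Eff R² in brown. Day 5 share subtracted from day 0 RPF gave 0.250 for the SD difference in brown, 0.291 for RPF-Eff R² in brown, 16.7 for the contribution in brown and -0.0279 for the SD difference in white. It also gave 0.0546 for RPF-Eff R² in white, 0.00446 for the lipid Eff shift in white, 0.29 for RPF of adipogenic genes by camera for day 0 lineages and -0.16 for Eff of adipogenic genes by camera for the lineage difference. It also gave 0.26 for Eff of adipogenic genes by camera for day 0 lineages. Leaving out genes whose RNA rose over 8-fold gave 0.238 for the SD difference in brown, 0.617 for RPF-RNA R² in brown, 0.321 for RPF-Eff R² in brown and 186 for genes up in brown. It also gave 26.1 for the contribution in brown, -0.0974 for the SD difference in white, 0.644 for RPF-RNA R² in white and 0.0328 for RPF-Eff R² in white. It also gave 253 for RNA-driven genes in white, 67 for genes up in white, 14.8 for the contribution in white and 0.27 for the lipid RPF shift in brown. It also gave -0.0663 for the lipid Eff shift in white.

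RPF reads thinned to the shallowest library gave 0.166 for the SD difference in brown, 0.660 for RPF-RNA R² in brown, 0.220 for RPF-Eff R² in brown and 7.55 for the contribution in brown. It also gave 0.659 for RPF-RNA R² in white, 31 for Eff-driven genes in white, -17.8 for the contribution in white and 0.0177 for the SD difference in tissues. It also gave 0.634 for RPF-RNA R² in tissues, 0.119 for RPF-Eff R² in tissues, 128 for Eff-driven genes in tissues and 545 for joint genes in tissues. It also gave -106 for the contribution in tissues, -0.0233 for the lipid Eff shift in white and 0.12 for the lipid RNA shift in tissues. Class limit of 0.5 gave 153 for Eff-driven genes in brown, 120 for joint genes in brown, 17 for Eff-driven genes in white and 28 for joint genes in white. It also gave 45 for Eff-driven genes in tissues and 148 for joint genes in tissues. Median-of-ratios scaling gave 153 for genes down in white and 490 for genes down in tissues. Lists without shared members gave 0.0713 for the mitochondrion Eff shift in brown, -0.0336 for the mitochondrion RNA shift in the lineage difference, 0.18 for the lipid RPF shift in brown and 0.16 for the lipid RPF shift in white. It also gave -0.0455 for the lipid Eff shift in white, -0.23 for the lipid RPF shift in tissues, 0.13 for the translation RPF shift in tissues and 0.11 for the translation RNA shift in tissues. It also gave 0.0423 for the translation Eff shift in tissues, -0.44 for RPF of adipogenic genes by camera for day 0 lineages and 0.0530 for Eff of translation list by camera for tissues. Fold changes rounded to steps of 0.05 gave -0.0500 for the lipid Eff shift in tissues. Leaving out the mitochondrion and translation lists gave -0.00419 for microRNA sites against RNA. Partial correlation given mean RNA gave 0.0167 for microRNA sites against RNA. Pseudocount of 1 gave 0.792 for level R² in brown day 0, 0.752 for level R² in eWAT tissue and 0.720 for level R² in white day 0. Mean of at least 5 gave 0.796 for level R² in brown day 0, 0.783 for level R² in brown day 5, 0.740 for level R² in white day 0 and 0.727 for level R² in white day 5.

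Leaving out RPF brown day 5 replicate a gave 318 for RPF calls in day 5 lineages and 228 for Eff calls in day 5 lineages. Leaving out RPF brown day 0 replicate a gave 924 for RPF calls in day 5 lineages, 1433 for Eff calls in white, 625 for Eff calls in day 5 lineages and 290 for Eff calls in tissues. It also gave 0.657 for RPF-RNA R² in brown and 0.12 for the mitochondrion Eff shift in brown. Leaving out RPF white day 0 replicate a gave 1224 for RPF calls in day 0 lineages. Leaving out RPF white day 5 replicate a gave 1896 for RPF calls in day 0 lineages and 17 for Eff-driven genes in white. Leaving out RNA brown day 0 replicate 1 gave 83 for RNA calls in day 0 lineages. Leaving out RNA BAT tissue replicate 1 gave 384 for RNA calls in day 0 lineages, 22 for Eff-driven genes in tissues, 0.0164 for the lipid RNA shift in tissues and 122 for Eff calls in tissues. Leaving out RNA white day 5 replicate 2 gave 713 for Eff calls in white, 81 for Eff calls in day 5 lineages and 499 for Eff calls in the lineage difference. Leaving out RNA brown day 0 replicate 2 gave 485 for Eff calls in the lineage difference, 0.148 for the SD difference in brown, 0.200 for RPF-Eff R² in brown and 99 for RNA calls in day 0 lineages. Leaving out RPF brown day 0 replicate b gave 1028 for Eff calls in the lineage difference, 0.185 for the SD difference in brown, 0.233 for RPF-Eff R² in brown and 0.13 for the mitochondrion Eff shift in brown. It also gave 623 for Eff calls in day 5 lineages. Leaving out RNA eWAT tissue replicate 2 gave 111 for Eff calls in tissues, 0.786 for RPF-RNA R² in tissues, 1.62e-04 for RPF-Eff R² in tissues and -0.0332 for the lipid Eff shift in tissues. Leaving out RNA brown day 5 replicate 1 gave 0.693 for RPF-RNA R² in brown, 502 for Eff calls in the lineage difference and 177 for Eff calls in day 5 lineages. Leaving out RNA white day 0 replicate 1 gave 11 for Eff-driven genes in white and 102 for RNA calls in day 0 lineages. Leaving out RPF white day 5 replicate b gave 24 for Eff-driven genes in white and 333 for RPF calls in day 5 lineages. Leaving out RNA BAT tissue replicate 2 gave -0.138 for the SD difference in tissues, 0.0974 for the lipid RNA shift in tissues, 382 for RNA calls in day 0 lineages and -0.0746 for the lipid Eff shift in tissues. Leaving out RPF BAT tissue replicate 2 gave -0.0520 for the SD difference in tissues, 0.0279 for RPF-Eff R² in tissues, 54 for Eff-driven genes in tissues and -0.0719 for the lipid Eff shift in tissues. It also gave -0.11 for Eff of mitochondrion list by camera for tissues. Leaving out RPF eWAT tissue replicate 1 gave 0.737 for RPF-RNA R² in tissues and 54 for Eff-driven genes in tissues. Leaving out RNA brown day 5 replicate 2 gave 0.0504 for the mitochondrion Eff shift in brown and 92 for Eff calls in day 5 lineages. Leaving out RNA eWAT tissue replicate 1 gave -0.0938 for the lipid Eff shift in tissues, 127 for Eff calls in tissues, 0.0941 for the lipid RNA shift in tissues and -0.14 for Eff of mitochondrion list by camera for tissues. Leaving out RPF brown day 5 replicate b gave 357 for RPF calls in day 5 lineages. Leaving out RNA white day 0 replicate 2 gave 89 for RNA calls in day 0 lineages, 757 for Eff calls in white and 500 for Eff calls in the lineage difference. Leaving out RPF BAT tissue replicate 1 gave 126 for Eff calls in tissues. Leaving out RPF eWAT tissue replicate 2 gave -0.0668 for the lipid Eff shift in tissues and -0.13 for Eff of mitochondrion list by camera for tissues.

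Among named genes the adjusted p over alternatives ran from 0.00501 to 0.148 for Suclg1, 0.00100 to 0.0718 for Dpt, 0.00382 to 0.161 for Pck2 and 2.35e-04 to 0.0604 for Thbs2 in tissue Eff. It ran from 7.99e-04 to 0.129 for Ndufa1 in the RNA lineage difference and from 9.69e-11 to 0.142 for Acadvl and 8.22e-08 to 0.820 for Retsat in white Eff.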

Differences from the paper's values

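The thinned reads named here were a test chosen after values had been seen. The paper states a translational contribution of 30 percent in brown adipogenesis, and the value here was 17.9 percent. Of the alternatives set before the data were examined, leaving out genes whose RNA rose over 8-fold gave 26.1 percent, which comes within 1.5 times of the paper's value. Mean of log2 values, rounded fold changes, median-of-ratios scaling and subtraction of the day 5 share gave 18.0, 17.9, 17.9 and 16.7 percent and did not. The paper states 22 percent in white adipogenesis, and the value here was 6.03 percent. Leaving out genes whose RNA rose over 8-fold gave 14.8 percent, within 1.5 times, and the other settings, in the same order, gave 6.52, 6.03, 6.02 and 5.45 percent. Single replicates gave 22.8 and 21.2 percent in brown cells, both within 1.5 times, and 16.2 percent, within 1.5 times, and 9.96 percent in white cells. The paper does not print the formula, so the form used here is an assumption. It sets a correlation of means of duplicates against one between single replicates, which lowers the contribution.

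The paper's squared correlation of microRNA sites with RNA change is about 0.05 in Fig. 4K, read by eye, and the value here was 0.0272. No alternative was run over the 12 bins, and with only genes matched here it was 0.0372. Over its bins the paper finds no trend of sites with RNA, and its text gives no correlation across genes. Across genes the correlation here was -0.0355, weak and past its permutation test before and after adjustment. Without the mitochondrion and translation lists it was -0.00419, and given the mean RNA level 0.0167, with no call in the first and the sign turned in the second.

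The paper places the Eff of mitochondrial genes higher in BAT (Fig. 3G). Here the median shift of the list was -0.12, and over the alternatives it ran from -0.13 to -0.06. In camera the call for this lower Eff was lost with an estimated correlation and when any of 3 single libraries was left out. RPF and RNA of the list were higher in BAT here as in the paper. The paper finds no shift in the Eff of lipid genes. Here white adipogenesis gave -0.11 and tissues -0.08, both past the shuffles. No call was made in white cells with shared members, the day 5 share or genes over 8-fold in RNA taken out, or with thinned reads, and none in tissues with rounded fold changes. Leaving out any of 4 single libraries also removed the tissue call, the tabulated Kolmogorov-Smirnov p then being 0.0771, 0.0739, 0.167 and 0.0587. These were, in order, RNA BAT 2, RNA eWAT 1, RPF BAT 2 and RPF eWAT 2.

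The paper describes RPF and RNA changes as spread alike in white adipogenesis and in tissues. Here the SD of RPF minus that of RNA was -0.262 in white cells and -0.0870 in tissues. In white cells it was -0.0279 with the day 5 share subtracted and -0.0974 without genes over 8-fold in RNA. With thinned reads, chosen after values were seen, it was 0.0177 in tissues. In brown adipogenesis RPF was the wider here as in the paper. The paper's comparison of all genes between lineages shows no difference. Here the distance was 0.113 in RPF over all genes, against 0.260 for the mitochondrion list. Median-of-ratios scaling moved the all-gene RPF difference between lineages by -0.20, so the distance over all genes depends on scaling.

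In the paper's Fig. 1J, white preadipocytes show a closer relation of RPF with RNA levels than brown ones. Here the squared correlation was 0.711 in white and 0.787 in brown preadipocytes. The paper names ribosome terms among white genes lowered mainly through Eff, and in brown cells among those lowered through RNA and Eff together. Here some ribosomal proteins were also among the brown genes lowered mainly through Eff. Of the paper's genes lowered through Eff in brown cells and used here, 92 of 101 fell in the same class, as did 11 of 12 in white cells. In tissues 11 of 48 did, while 16 of 28 raised through Eff did. These totals are those of the paper's gene sheet. Its Table 3 counts 19 genes raised and 10 lowered through Eff in tissues, and here there were 17 and 11.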

Other observations

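Cfd and Car3 were named after their values were seen, and the tests in this part were planned. Brown preadipocytes already carried some adipocyte transcripts. Cfd, the adipokine adipsin, had 486 ± 13.8 RPKM in RPF (SD, n = 2 libraries) in brown preadipocytes and 329.7 ± 28.2 at day 5. Car3, a carbonic anhydrase of adipocytes, had 1023 ± 126 RPKM in RPF and 90.3 ± 0.0507 in RNA at day 0. Against white preadipocytes, 14 of 28 adipogenic genes were higher and 1 lower in brown RNA (16 and 1 when adjusted over the list alone), with a camera adjusted p = 1.74e-15 and an adjusted p = 0.00972 with an estimated correlation. In RPF the list went the other way, with 3 higher and 15 lower in brown preadipocytes (4 and 17 when adjusted over the list alone), and that direction turned when the day 5 share was subtracted. The share was set in part from genes of this list, in these same libraries, so the turn is partly built in.

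Cytosolic ribosomal proteins had a higher Eff in brown than in white adipocytes at day 5. Of 76, 28 were higher and 0 lower (49 and 0 when adjusted over the list alone), with a camera adjusted p = 2.36e-28, and an adjusted p = 0.00614 with an estimated correlation. At day 0 37 were higher and 5 lower. The paper does not report this.

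The translational contribution computed for tissues was -15.7 percent, below 0, as the squared correlation of RPF FCs was 0.684 between pools and 0.791 with RNA FCs. The first rests on single pools and the second on means of duplicates. From single replicates the contribution was 0.202 and -1.99 percent. Lists of endothelial, skeletal muscle, mesothelial and red blood cell markers had no gene with values in all libraries, so the share of these cell types in the tissues was not analysed here.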
